# Stress-induced changes in gene interactions in human cells

**DOI:** 10.1093/nar/gkt999

**Published:** 2013-10-28

**Authors:** Renuka R. Nayak, William E. Bernal, Jessica W. Lee, Michael J. Kearns, Vivian G. Cheung

## Abstract

Cells respond to variable environments by changing gene expression and gene interactions. To study how human cells response to stress, we analyzed the expression of >5000 genes in cultured B cells from nearly 100 normal individuals following endoplasmic reticulum stress and exposure to ionizing radiation. We identified thousands of genes that are induced or repressed. Then, we constructed coexpression networks and inferred interactions among genes. We used coexpression and machine learning analyses to study how genes interact with each other in response to stress. The results showed that for most genes, their interactions with each other are the same at baseline and in response to different stresses; however, a small set of genes acquired new interacting partners to engage in stress-specific responses. These genes with altered interacting partners are associated with diseases in which endoplasmic reticulum stress response or sensitivity to radiation has been implicated. Thus, our findings showed that to understand disease-specific pathways, it is important to identify not only genes that change expression levels but also those that alter interactions with other genes.

## INTRODUCTION

Human cells exist in dynamic environments where proper function depends on coordinated responses to stresses. These responses include changes in gene expression and gene interactions. Ineffective responses can lead to the development of diseases. Knowing how genes are induced and how they interact is important for modulating stress response for disease prevention and treatment. In addition, effective therapies rely on knowing which part of the response network to target and how that intervention will be propagated through gene networks.

In different cellular states, genes change how they interact with each other. Although studies have identified genes that constitute stress responses, changes in gene interaction in response to stress are less well known. In particular, there is a paucity of information on the extent to which gene interactions are specific to various stimuli. In this study, we focused on the response of human cells to two different stresses: endoplasmic reticulum (ER) stress and exposure to ionizing radiation (IR). We examined changes in gene expression and gene interactions in human cultured B cells from ∼100 normal individuals. Previous studies examined changes in the expression level in response to stressful stimuli (1–3), but not in gene interactions. Here, we took advantage of individual differences in human gene expression to infer interactions among thousands of genes at baseline and in response to these two stresses (4). We compared the results to determine changes in gene interactions and to identify the changes that are generalized and those that are stress-specific. To our knowledge, these analyses are the first genome-wide examination of gene interactions in human cells before and after stress.

We examined cellular responses to two different stresses: ER stress and IR. The ER is the organelle in which secreted or transmembrane proteins are folded. When the demand for protein-folding machinery exceeds capacity, cells activate a complex set of gene pathways in a process known as ER stress response. These processes include attenuation of global translation and increased expression of protein-folding machinery. Second, we examined cellular response to IR, which is present in the environment and commonly used in medicine for diagnostic and therapeutic purposes. Radiation induces DNA double-strand breaks and damages cellular structures (5,6). In response, cells repair the damages or undergo cell death. Failure to respond properly to radiation exposure or protein load has been implicated in many human diseases from cancers to neurodegenerative diseases (7) and immunodeficiencies (8); thus, a better understanding of stress response should allow for more precise approaches to disease prevention and treatment.

## MATERIALS AND METHODS

### Cells and gene expression experiments

Cultured B cells were obtained from Coriell Cell Repositories. Cell lines were treated with dimethyl sulfoxide (DMSO)/tunicamycin (N = 131) or IR (N = 95). There were 56 individuals who were studied in both experiments. Gene expression was measured as described previously. Briefly, cells were grown in RPMI 1640 with 15% fetal bovine serum, 2 mM l-glutamine and 100 U/ml penicillin–streptomycin. RNA was extracted using the RNeasy Mini-Kit (Qiagen), amplified, labeled and hybridized as per the manufacturer’s instructions. Expression levels of genes were measured using Human Genome U133 Plus 2.0 or Affymetrix Human U133A 2.0 Arrays (Affymetrix, CA, USA). Gene expression signals were normalized using the MAS 5.0 algorithm (Affymetrix, CA, USA). Expression intensity was scaled to 500 and log_2_-transformed. Some genes are represented multiple times on the Human Genome U133 Plus 2.0 Arrays (ER dataset) and Affymetrix Human U133A 2.0 Arrays (IR dataset). If a gene was represented more than once, only one of the probesets was selected (randomly) to include in our analysis. Probesets annotated as ‘x_at’ were excluded from this analysis.

Statement of ethical approval: all the cells used in this study are from anonymized donors and have been approved for exception by the Human Subject Review Board of the University of Pennsylvania.

### Tunicamycin treatment

Cells were treated with 4 μg/ml of tunicamycin (T7765 Sigma, MO, USA) in DMSO or DMSO alone (vehicle control) for 8 h. The dose and time points were optimized in our previous study (9).

### IR treatment

Cells were harvested before radiation and at 2 and 6 h following exposure to IR (10 Gy in a ^137^Cs irradiator).

### Gene correlation and construction of coexpression networks

There were 12 660 unique genes that were represented on both the Human Genome U133 Plus 2.0 and Affymetrix Human U133A 2.0 Arrays. Of these, 6775 genes were called ‘present’ by the MAS 5.0 algorithm in at least 80% of samples in either the DMSO- or tunicamycin-treated samples. There were 5975 genes called ‘present’ in at least 80% of samples at 0, 2 or 6 h after radiation treatment. We considered these genes as ‘expressed’ and focused on these for all analyses. For all possible pairs of genes, we calculated the Pearson correlation of expression levels across individuals. This calculation was done separately for each treatment or time point. The distributions of correlations were normal. Fisher’s test of homogeneity was used to identify correlations that significantly differed (Bonferroni corrected *P* < 0.05) between treatments or among time points. Correlated gene pairs were connected to construct a coexpression network. We constructed multiple networks using different thresholds and measured topological properties of the resulting networks. Correlations and topological properties of the network were analyzed using MATLAB (The MathWorks, Inc, Natick, MA, USA). Networks were represented as adjacency matrices in MATLAB, and standard MATLAB functions were used to calculate the number of genes, the number of connections and the distribution of connections in each network. MATLAB functions for determining the clustering coefficient (10), gamma (11) and scale-free topology criteria (12) were implemented as previously described. Code will be provided on request.

A similar series of analyses was done examining fold changes across individuals, so that changes in expression levels are normalized against each person’s baseline. This type of analysis reduces the number of genes included in the network: only those genes showing changes in expression levels are included when examining correlation in fold changes. This method also eliminates the baseline or 0-h time point, which is used for normalization, as a basis for comparison. Nonetheless, we found similar findings using these smaller networks and present the results of the more inclusive analysis here.

### Random gene pairs and networks

Random gene pairs were genes that were paired randomly as opposed to being paired based on correlation patterns. These random gene pairs were generated from random networks described later. Random gene pairs were used to assess frequency of shared GO biological terms by chance alone.

Random networks were constructed as described previously (13). MATLAB code provided by S. Maslov (http://www.cmth.bnl.gov/∼maslov/matlab.htm) was used to generate random networks. Briefly, random networks consisted of the same number of genes as in the observed networks and were constructed to have the same topology as observed networks. To do this, a gene in the random network had the same number of connections as in the observed network, but its connections to other genes were random instead of being based on correlation patterns.

### Significance testing

For genes examined in tunicamycin-treated samples, changes in expression levels were assessed by Student’s paired *t*-test with Bonferroni correction for 6775 tests (denoted *P_c_* < 0.05). For genes examined in samples treated with IR, changes in gene expression levels were assessed by Student’s paired *t*-test with Bonferroni correction for 5975 tests (denoted *P_c_* < 0.05). Significant results after correction are denoted as ‘P_c_’ throughout the text.

### Caspase assays

Cells from 95 unrelated individuals were irradiated at 10 Gy in a ^137^Cs irradiator. Cellular response to radiation exposure was measured 24 h after irradiation using the Caspase-Glo 3/7 assay (Promega). Caspase activity levels were log_2_-normalized for comparison with log_2_-transformed gene expression levels.

### *THAP1* small interfering RNA knockdown

Primary fibroblasts were transfected with Silencer Select siRNAs (Applied Biosystems) directed against *THAP1* or a non-target control using the RNAiMAX reagent according to the manufacturer’s instructions (Invitrogen). Primary skin fibroblasts were selected to provide an additional cell type for replication. Cells were treated for 8 h with DMSO or tunicamycin 24 h after transfection. RNA was harvested to assess knockdown efficiency. Effect of small interfering RNA (siRNA) on gene expression was analyzed by quantitative polymerase chain reaction (PCR; 7900HT Analyzer, Applied Biosystems). Expression of *NDUFA4* was used as a control for normalization, and expression levels were calculated relative to *NDUFA4*. Sequences of PCR primers were as follows: *ATF4* (forward–CCAACAACAGCAAGGAGGAT, reverse–GTGTCATCCAACGTGGTCAG), *DDIT3* (forward–TCACCTCCTGGAAATGAAGA, reverse–CTCCTCCTCAGTCAGCCAAG), *HSPA5* (forward–GGAAAGAAGGTTACCCATGC, reverse–CCGTAGGCTCGTTGATGAT), *THAP1* (forward–TGCTGTGCCCACAATATTTC, reverse–AGGAGGCGGTAAAGGAGGT) and *NDUFA4* (forward–GTCAGGCCAAGAAGCATCC, reverse–GCTCCAGTAGCTCCAGTTCC). We pooled three siRNAs against *THAP1*: sense 5'-AGGACAAGCCCGUUUCUUUtt-3', antisense 5'-AAAGAAACGGGCUUGUCCUtg-3'; sense 5'-ACUUAAAAUUAGUACUGUUtt-3', antisense 5'-AACAGUACUAAUUUUAAGUtt-3'; and sense: 5'-UGAUUAUCAUCACAGCAGAtt-3', antisense: 5'-UCUGCUGUGAUGAUAAUCAaa-3'. Protein levels of *THAP1* were assessed using rabbit antibody directed against *Thap1* (ProteinTech, IL, USA) and normalized to glyceraldehyde 3-phosphate dehydrogenase (sc-137179, Santa Cruz Biotechnology, CA, USA).

### *ARHGAP1* and *RAB35* siRNA knockdown

Cultured B cells from two individuals were transfected with Accell SMARTpool siRNAs (Thermo Scientific) directed against *ARHGAP1*, *RAB35* or a non-target control according to the manufacturer’s instructions. One hundred twenty hours after transfection, cells were treated for 8 h with DMSO or tunicamycin and then harvested for RNA. Effect of siRNA on gene expression was analyzed by quantitative PCR (7900HT Analyzer, Applied Biosystems).

Expression levels were normalized to *NDUFA4*. Sequences of PCR primers for *ATF4*, *DDIT3*, *HSPA5* and *NDUFA4* are the same as those used for *THAP1* siRNA knockdown. Sequences of PCR primers were as follows: *ARHGAP1* (forward–GGTGGGCTTCCTCAACATTG, reverse–CAGTCAGGAAACGAAGCACC) and *RAB35* (forward–GATCGCGAGGCCAGTACC, reverse–CTCTTGCCCACACCGCTG). The pooled siRNA against *ARHGAP1* targeted the following sequences: 5'-CUGGUAGCUUGGAUGACAU-3', 5'-UCAUCAGCCUUCAUGUUCU-3', 5'-CCUUUGUGUAUCAAGUGUC-3' and 5'-GCCAAGUGCUCAAAUAUGA-3'. The pooled siRNA against *RAB35* targeted the following sequences: 5'-GGAGUAUUUCUGUAUUGAA-3', 5'-GGAUUAUUUUAACAGAUCA-3', 5'-GUUUCGUGCCGUUAUUUAA-3' and 5'-CCCUGAGGUUUGAUUGGCA-3'.

### Enrichment analysis

Enrichment analysis of Gene Ontology Biological Processes was done using DAVID NIH (14,15). Default parameters were used except the background was modified to be the genes examined here (either 6775 genes for the ER dataset or 5975 for the IR dataset). Enrichment results that were significant after Benjamini–Hochberg (16) are noted. We performed functional annotation clustering using ‘GOTERM-BP’ categories.

### Literature mining

To determine whether a gene has been previously implicated in ER or IR stress, PubMed was searched with the following queries:

- *Gene symbol* and (‘unfolded protein response’ or ‘endoplasmic reticulum stress’).
- *Gene symbol* and (‘ionizing radiation’ or ‘DNA damage’).

The number of PubMed abstracts returned indicated the number of times the gene has been implicated in the specific stress response. We note there are limitations to searching the literature this way, especially when the official gene symbol is not the common symbol used by investigators.

### ConsensusPathDB mining

ConsensusPathDB is an online database that integrates interaction networks in humans and includes protein–protein, genetic, metabolic, signaling, gene regulatory and drug–target interactions as well as biochemical pathways. Using their ‘shortest interaction paths’ tool, we queried the shortest interaction paths between gene pairs of interest. We focused on 284 and 50 gene pairs that change interactions following ER and IR stress, respectively. Gene symbols were used in the analysis, and each gene in a pair was used as the path start or path end. The top interaction generated by the database was used in our analysis.

### Machine learning using support vector machines

Support vector machine (SVM) linear regression models were trained to capture quantitative relationships between a given target gene and all other genes. For each gene, an expression prediction model was developed using baseline samples only. If gene interactions change on stress, then a model developed from baseline data would not be expected to produce accurate predictions in stressed samples. In such cases, a decline in model performance is a proxy for a target gene that alters interactions on stress. Model prediction performance was assessed using *R*^2^, the square of the correlation between the predicted and actual expression level of the target gene. Details of SVM training, testing and parameter selection are given later.

We developed models to predict the expression of a ‘target’ gene using the expression levels of all other genes in each individual:

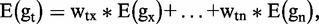

where ‘E(g_x_)’ represents the ‘expression level of gene x’ and where the learned weight, ‘w_tx_’, captures the relationship between the target gene *t* and gene *x*. A model was developed for a gene using baseline samples only (not stressed samples).

Each gene was treated as a target gene whose expression was predicted using the other genes as ‘predictor variables.’ Expression was modeled using SVM regression with a linear kernel. Standard least-squares fit linear regressions were also used, but SVM linear regression outperformed standard linear regression. The amount of tolerated error was set to 0.1 (epsilon = 0.1), with remaining parameters set to their default. SVM performance was assessed using alternative parameters (varying epsilon or using non-linear kernel), and those that performed best (epsilon = 0.1 and linear kernel) were used in the present analyses. For each of the 6775 genes in the ER dataset, the remaining 6774 genes were used to train an SVM using unstressed (DMSO) samples. For each of the 5975 genes in the IR dataset, the remaining 5974 genes were used to train an SVM using unstressed (0 h) samples. To train and test the SVM models, individuals were randomly divided into training and testing datasets. In the ER dataset, 66 individuals were used to train each SVM and the remaining 65 were used to test it. In the IR dataset, 48 individuals were used for training and 47 individuals for testing. Models were then tested on stressed samples.

For modeling analyses, expression of each gene was normalized to have a mean of 0 and standard deviation of 1 in each dataset (training and testing sets were normalized separately). SVM performance was assessed by calculating *R*^2^ (square of the correlation coefficient) between expected and observed expression levels in individuals. In the ER dataset, *R*^2^ was calculated across 65 individuals in unstressed samples and across 131 samples in stressed samples. In the IR dataset, *R*^2^ was calculated in 47 individuals at 0 h and 95 individuals at 2 and 6 h.

### Permutation and randomization procedures

We assessed the significance of the difference in *R*^2^ between baseline and stressed samples for each SVM gene model empirically by permutation test. Using baseline (testing samples only) and stressed samples, we randomly assigned each sample to one of the two groups; we then calculated the *R*^2^ of model performance on each group and computed the difference between the two groups (ΔR^2^). After repeating the procedure 1000 times, we had a distribution of ΔR^2^. For each gene model, we determined whether the real ΔR^2^ fell among the largest 1% of values resulting from permutation. *P-*value was assigned by counting how frequently a difference in *R*^2^ greater than or equal to that seen in the real data was seen in the permuted data. False discovery rates (FDR) were also calculated from the permuted data.

## RESULTS

### Stress induces extensive changes in gene expression levels

First, we studied human cultured B cells following ER stress and exposure to radiation. We induced ER stress in cultured human cultured B cells from 131 unrelated individuals with tunicamycin, a drug that prevents *N*-glycosylation and leads to accumulation of proteins in the ER (17). We then measured gene expression at baseline and 8 h following treatment (9). Second, we exposed human cultured B cells from 95 unrelated individuals to IR. Gene expression was measured before irradiation, and 2 and 6 h after radiation as described previously and extended here (18). 

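The cells were lymphoblastoid cell lines, which are blood B cells made to grow in culture by Epstein-Barr virus, from 95 unrelated individuals. RNA from each line was hybridized to an oligonucleotide array at 0, 2 and 6 h, which gives 95 arrays at each time and 1 per line and time, so that every line served as its own control. The paper places the 0 h harvest before irradiation, whereas the sample labels give 10 Gy for the 0 h arrays as for the later ones. Following the paper, the 0 h arrays were treated as unirradiated. No array of unirradiated cells at 2 or 6 h was analysed here, so time in culture and irradiation change together. The authors computed the expression signals with MAS 5.0, scaled each array to a mean of 500 and deposited the signals on the log2 scale for 22277 probe sets. With 2 percent of the values trimmed at each end, the mean signal of the 0 h arrays lay between 500.1 and 500.2, which shows that the deposited values keep this scaling. The analysis used the 5975 genes of Supplementary Table S2, each with the single probe set listed there. Their median log2 signal was 9.13 at 0 h, 9.09 at 2 h and 9.13 at 6 h. Signals under 100, where array values are near background, made up 7.71% of the values at 0 h, 8.14% at 2 h and 7.45% at 6 h. Over the 300 genes of highest variance, 556 of 570 comparisons of an array with the arrays of another time found the array of its own line to be the closest, and 14 did not. For 12 lines an array stood apart, with a median correlation to the other arrays of its time over 3 robust standard deviations under the median, and the counts were repeated with the other 83 lines. No batch or scan date was given in the sources used here. Changes from 0 h were tested with limma, with the cell line as a block, on the log2 values, and p-values were adjusted by Bonferroni over the 5975 genes as in the paper. The number of arrays limits the precision of these values. In 5975 simulated genes with 0 h and 6 h samples for 95 lines, changes of 0.2 on the log2 scale were recovered for 25 of 50 genes and changes of 0.5 for 50 of 50, with 0 false calls.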

We focused our analysis on 6775 and 5975 genes that were expressed at baseline and in response to ER and IR stress, respectively (see Methods). ER and IR stress both led to extensive changes in gene expression levels. ER stress induced changes in 71% of the genes (4801/6775) (Supplementary Table S1, *P_c_* < 0.05, *t*-test with Bonferroni correction), and IR caused changes in 23% (1381/5975) and 32% (1902/5975) of genes at 2 and 6 h, respectively (Supplementary Table S2, *P_c_* < 0.05, *t*-test with Bonferroni correction).

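Genes that the tumor suppressor p53 switches on after DNA damage rose nearly without exception. Of 29 measured p53 targets, 25 were higher and 1 was lower at 2 h, and all 29 were higher at 6 h. SESN1, which protects cells from oxidative damage, rose by 2.40 on the log2 scale at 6 h (SE 0.0774, adjusted p = 3.9e-49 from limma, higher in 94 of 95 lines), and PPM1D, the phosphatase that shuts the damage signal off, by 1.56 at 2 h and 1.90 at 6 h (SE 0.0545, adjusted p = 8.5e-54, 94 lines). FDXR, a mitochondrial reductase, rose by 1.69 (SE 0.0545, adjusted p = 3.3e-49, 94 lines). Genes of G2 and mitosis fell: 22 of 44 were lower at 2 h with none higher, and 38 were lower and 2 higher at 6 h. CENPA, the histone of the centromere, had a log2 change of -0.73 at 2 h and -1.05 at 6 h (SE 0.0461, adjusted p = 2.2e-37, lower in 94 lines), and KIF20A, a motor protein of cell division, had -0.72 at 2 h (SE 0.0427, adjusted p = 6.8e-27, 91 lines). Of 41 DNA replication genes, 14 were higher and 1 lower at 2 h, with CDC6 and GMNN, which license and restrain the start of replication, at log2 changes of 0.49 and 0.43, and 12 were higher and 3 lower at 6 h, with the ligase LIG1 at 0.60 (SE 0.0439, adjusted p = 1.1e-20, 90 lines). ORC2L, of the origin recognition complex, was the gene of this list that fell at 2 h (-0.41). Of 15 immediate early genes, which respond to growth signals and stress within minutes, 8 were higher and 2 lower at 2 h, among them JUN with a log2 change of 0.83 and the kinase SGK1 with 1.15, whereas 3 were higher and 8 lower at 6 h, where MYC, a driver of growth, changed by -1.10 (SE 0.0455, adjusted p = 1.6e-39, lower in 93 lines), EGR3 by -1.03 and BTG2, which slows proliferation, by 1.02. Of 27 genes of the response to low oxygen, 13 were lower and 1 higher at 2 h, and 19 lower and 1 higher at 6 h. SLC2A3, a glucose transporter, had a log2 change of -1.45 at 2 h (SE 0.0801, adjusted p = 2.3e-29, lower in 93 lines) and -1.16 at 6 h (94 lines), and INSIG2 and the peptide hormone gene ADM changed by -0.88 and -0.82 at 2 h. This list was written after the paper's altered gene pairs, many of which hold its genes, had been read, so its count is not independent evidence.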

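In all, limma called 1377 genes (23.0%) changed at 2 h, 481 higher and 896 lower, and 1901 genes (31.8%) at 6 h, 948 higher and 953 lower, at an adjusted p under 0.05. Apoptosis genes were split at 2 h, with 4 of 28 higher and 6 lower, and 11 were higher and 3 lower at 6 h. Among them the p53-induced killers BBC3 and PMAIP1 rose by 1.19 and 0.82 at 2 h, and the death receptor TNFRSF10B by 0.61 at 2 h and 0.72 at 6 h. Of 24 targets of NF-kB, a transcription factor of inflammation and survival, 8 were higher and 1 lower at 2 h, with NFKBIA, CCL3 and CD83 at log2 changes of 0.56, 0.62 and 0.55, and 5 were higher and 7 lower at 6 h, with the cytokines LTA and TNF at -0.69 and -0.66. IER3, on both this list and that of immediate early genes, was higher at both times (0.72 and 0.67). Of 12 glycolysis genes 1 was lower at 2 h and 5 at 6 h, with the phosphofructokinases PFKP and PFKM at -0.53 and -0.44, ENO2 at -0.41 and HK1 at -0.30. Of 14 histone genes, 2 were higher at 2 h (H3F3B by 0.81), and 1 was higher and 1 lower at 6 h (H1FX, -0.97). HIST1H2BC changed by 0.41 and 0.46, but not past the test once signals under 100 were set to 100 (adjusted p = 0.267 at 2 h). When adjusted over the list alone, 25 p53 targets were higher and 1 lower at 2 h, 33 genes of G2 and mitosis were lower at 2 h and 40 at 6 h, 28 replication genes were higher at 2 h, 10 immediate early genes were higher at 2 h and 9 lower at 6 h, 19 hypoxia genes were lower at 2 h and 22 at 6 h, and 9 glycolysis genes were lower at 6 h. Each list was compared with all other genes by camera of limma with a preset correlation of 0.01. The lists of p53 targets (adjusted p = 2.9e-31 at 2 h and 6.9e-37 at 6 h), replication (4.5e-07 at 2 h) and immediate early genes (3.1e-05 at 2 h) also passed with an estimated correlation, with adjusted p = 1.8e-04, 5.2e-04, 0.0449 and 0.0482 in that order. The calls for G2 and mitosis (6.5e-07 and 4.1e-20) had an adjusted p = 0.104 at 2 h and 0.0766 at 6 h with an estimated correlation. Those for hypoxia (2.6e-05 and 1.1e-08) had adjusted p = 0.0953 and 0.107, that for NF-kB targets at 2 h (6.6e-04) 0.102, those for apoptosis (0.0156), immediate early genes (0.0241) and glycolysis (0.0058) at 6 h 0.107, 0.247 and 0.146, and that for histones at 2 h (0.0287) 0.325, each with an estimated correlation. The other tests of these lists did not pass, with an adjusted p of 0.298 for apoptosis, 0.605 for glycolysis at 2 h, 0.0709 for replication, 0.483 for NF-kB targets and 0.851 for histones at 6 h. Compared without pairing by line, 678 and 1034 genes were called at 2 and 6 h. At 6 h the 3' to 5' signal ratio of GAPDH, a measure of RNA quality, differed from 0 h by -0.0197 on the log2 scale (SE 0.00956, p = 0.0417 by a paired test over 95 lines, not adjusted), while that of actin at 6 h (p = 0.670) and those of GAPDH and actin at 2 h (p = 0.400 and 0.558) did not pass.

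**Figure D1:**
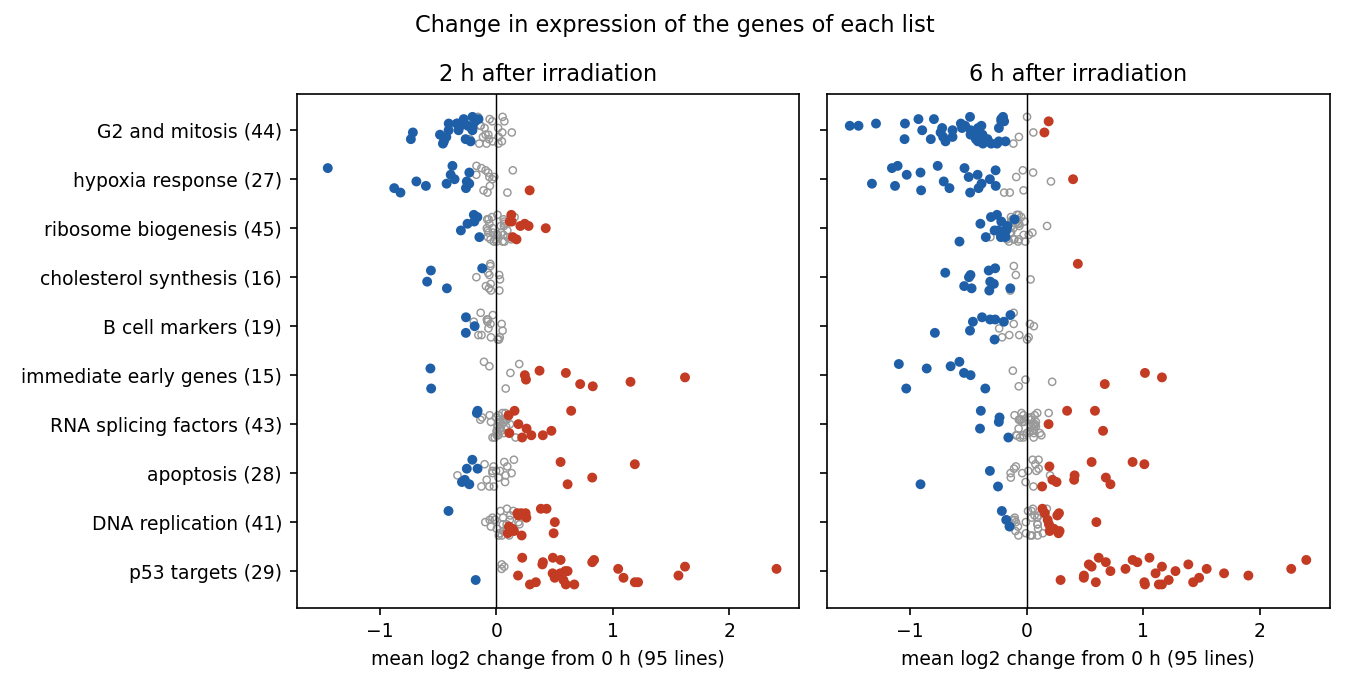
Mean log2 change from 0 h over 95 lines (x axis) at 2 h (left) and 6 h (right) for each measured gene of 10 lists (y axis, with the number of measured genes). Filled red points are genes called higher and filled blue points genes called lower at an adjusted p under 0.05, and open grey points were not called; at 6 h all 29 p53 targets lie to the right of 0.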

We identified a large number of ER and IR responsive genes. Some of them showed >1.5-fold change in expression levels, but the majority (>80%) of genes showed changes that were <1.5-fold, including those known to play critical roles in the stress response (Figure 1A). For example, well-characterized genes in ER stress such as *ATF6* and *ERN1* (also called IRE1) showed 1.4- and 1.3-fold increase, respectively (Figure 1B; *P_c_* < 0.05) (19), and in response to IR stress, genes such as *XPA* and *CDC25B* showed 1.2- and 1.3-fold change, respectively (Figure 1B; *P_c_* < 0.05) (20,21). This suggests that modest changes (<1.5-fold) may be biologically important but may require larger sample sizes, such as those used here (131 individuals in ER stress and 95 individuals in IR stress), to be identified. However, the modest changes could be a result of large individual variation in expression response where some individuals showed positive fold changes and others showed negative response, thus giving a misleadingly small average fold change. 

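PLK2, a kinase that p53 switches on, was 5.30-fold higher at 2 h (adjusted p = 8.6e-35 from limma, higher in 92 of 95 lines), and PGF, a growth factor of blood vessels, was 5.61-fold higher at 6 h (adjusted p = 9.5e-27, 91 lines). At 2 h the largest rises also held RGS16, SLC30A1, AEN, TNFSF9 and FOSL1, at 2.03-fold to 2.41-fold. At 6 h they held GLS2, a glutaminase, at 4.79-fold, FOSL1 at 3.81-fold, CEACAM1 at 3.55-fold, FHL2 at 3.34-fold, CLGN at 3.00-fold, C1orf183 at 2.94-fold and TP53I3 at 2.92-fold. The largest falls were smaller than the largest rises. SLC2A3 was 2.73-fold lower at 2 h, and PLK1 and CCNB1 were 2.87-fold and 2.72-fold lower at 6 h. Other large falls at 2 h were C5orf54 at 2.11-fold, SLC2A14 at 1.93-fold, and the transcription factors KLF2 and BCL11A at 1.92-fold and 1.88-fold. FAM65B was 1.82-fold lower, a gene Supplementary Table S2 writes as S100BPB 1.76-fold, ZNF248 1.75-fold and CCNG2 1.73-fold. PSRC1, which binds microtubules of the spindle, was 1.67-fold lower. At 6 h ZNF395 was 2.51-fold lower, PSRC1 2.25-fold, the chemokine receptor CCR6 2.15-fold and CD69, a marker of lymphocyte activation, 2.10-fold (adjusted p = 1.8e-24, lower in 89 lines). Such changes were few: 80 of the genes called at 2 h and 217 of those called at 6 h changed by over 1.5-fold. Under 1.5-fold were 94.2% of the called genes at 2 h and 88.6% at 6 h, and of 2626 genes called at either time 90.1% stayed under 1.5-fold at both, while 65 passed 2-fold. Several of the largest changes start or end near background, where folds depend on the signal floor: with signals under 100 set to 100, PLK2 was 1.82-fold higher at 2 h, FOSL1 1.41-fold at 2 h and 1.86-fold at 6 h, and PGF 1.24-fold, GLS2 2.36-fold, CEACAM1 2.10-fold and C1orf183 1.66-fold at 6 h, and CLGN 1.13-fold (adjusted p = 0.128, not called), while C5orf54 was 1.33-fold and ZNF248 1.13-fold lower at 2 h and CCR6 1.30-fold and PSRC1 1.69-fold lower at 6 h. Of the called genes, 652 passed the test at both times, 196 higher at both, 295 lower at both and 161 in opposite directions. Both comparisons use the same 0 h arrays, so part of any overlap may come from them. Independent lists of these sizes would share 76.3, 143 and 219 genes. With 2 h taken from 47 lines and 6 h from the other 48, the medians over 20 draws were 103.5, 119.5 and 49 shared genes, against 25.4, 42.4 and 67.6 for independent lists.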

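XPA, which recognizes damaged DNA in nucleotide excision repair, was higher and CDC25B, the phosphatase that starts entry into mitosis, was lower at 6 h. The log2 level of XPA was 8.07 ± 0.332 (SD, n = 95 lines) at 0 h and 8.27 ± 0.311 at 6 h, a change of 0.21 (SE 0.0305, 1.16-fold, adjusted p = 4.4e-06 from limma) that was positive in 72 lines. CDC25B was at 8.97 ± 0.399 at 0 h and 8.55 ± 0.339 at 6 h, a change of -0.42 (SE 0.0317, 1.34-fold, adjusted p = 1.0e-19) that was negative in 90 lines. At 2 h neither passed the test, with log2 changes of 0.12 for XPA and -0.10 for CDC25B. XPA belongs to a list of 40 measured DNA repair genes, of which 4 were higher and 5 lower at 2 h, and 10 were higher and 5 lower at 6 h. XPC, which finds the damage ahead of XPA, changed by 0.29 at 2 h and 1.13 at 6 h (SE 0.0457, adjusted p = 1.4e-40, higher in 93 lines), and RAD51C, of homologous recombination, by -0.18 at 2 h and 0.60 at 6 h (90 lines). The mismatch repair gene MSH6 was higher at 2 h and lower at 6 h, with log2 changes of 0.25 and -0.26, and the checkpoint kinase CHEK1 rose by 0.18 at 2 h. As a group the repair genes did not stand apart from other genes (camera of limma, adjusted p = 0.912 at 2 h and 0.120 at 6 h). When adjusted over the list alone, 16 were higher and 10 lower at 6 h. Compared as unpaired groups the adjusted p of XPA was 0.0863. In the simulation of 0 h and 2 h samples, 8 of 50 changes of 0.1, 37 of 50 changes of 0.2 and 47 of 50 changes of 0.3 on the log2 scale were recovered.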

We examined these genes closely and did not find this artifact. This is illustrated in Figure 1B, where all individuals showed modest yet consistent changes in expression.

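The share of lines that moved in the mean direction was counted for each called gene; a gene that passes a paired test over these lines must move one way in most of them. The 1377 genes called at 2 h moved in their mean direction in a median of 80.0% of the 95 lines, and the 1901 called at 6 h in 81.1%. The least uniform called gene moved that way in 65.3% of the lines at 2 h and in 63.2% at 6 h. At least 80% of the lines went one way for 723 called genes (52.5%) at 2 h and for 1105 (58.1%) at 6 h. At 6 h, 9 genes moved the same way in all 95 lines, and at 2 h 0 genes did. CCNB1, the cyclin that drives entry into mitosis, was lower in every line, and 8 genes were higher in every line. They included the damage-binding protein gene DDB2, the death receptor gene FAS, APTX, which repairs broken DNA ends, with a log2 change of 0.69, GCH1, which makes a cofactor of amino acid hydroxylases, with 0.85, INPP1, an inositol phosphatase, with 0.95, and MRPL49, of the mitochondrial ribosome, with 0.83. NIACR2, a receptor for nicotinic acid, changed by 1.40 and the adhesion molecule CEACAM1 by 1.83, although the mean signal of CEACAM1 was 63.2 at 0 h, under the level of 100 used as a floor. INPP1, GCH1, MRPL49 and NIACR2 were picked out after their values were seen.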

**Figure 1.**
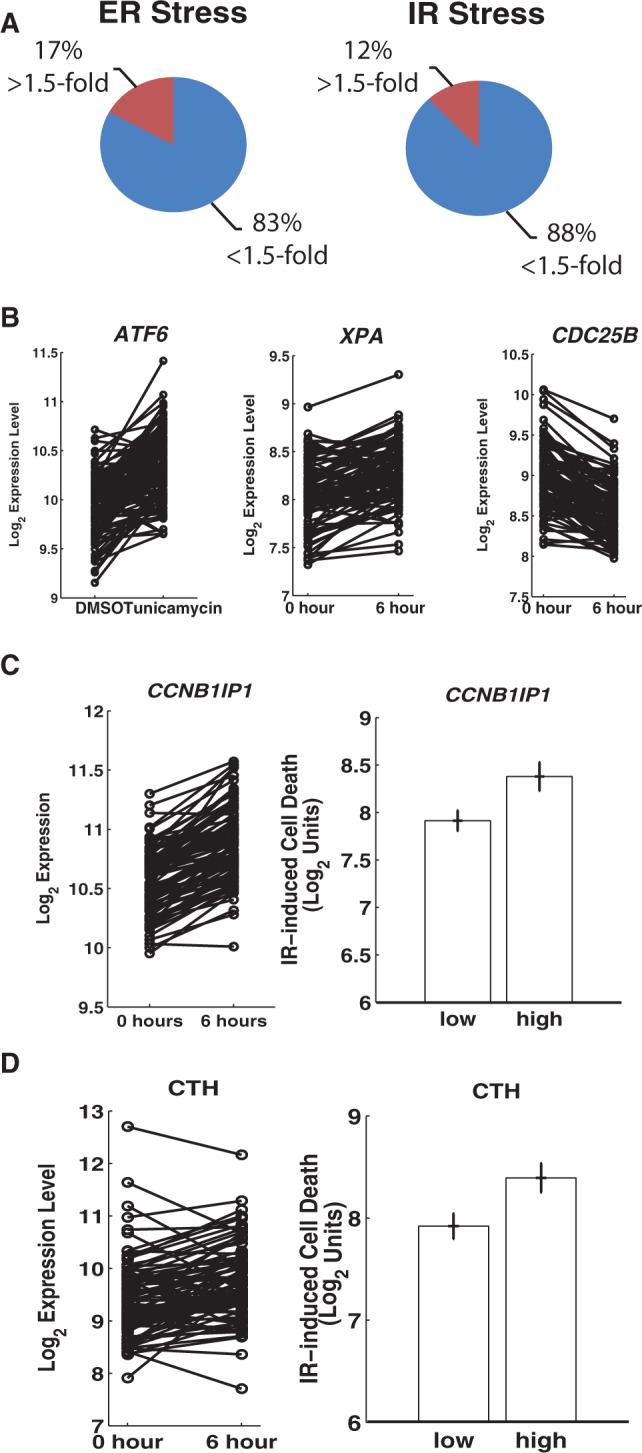
Extensive changes in gene expression following ER stress and exposure to radiation. (**A**) Many of the genes that showed significant changes in expression are only modestly up- or downregulated (<1.5-fold). (**B**) *ATF6*, *XPA* and *CDC25B* show modest but consistent expression changes on stress. (**C**) Panel 1: The expression of *CCNB1IP1* is induced among 95 individuals on IR stress. Panel 2: Individuals with less upregulation of *CCNB1IP1* (N = 10) show less cell death than high-inducers (N = 10). (**D**) Panel 1: Expression of *CTH* in 95 individuals before and 6 h after exposure to IR. Panel 2: Changes in *CTH* are associated with IR-induced cell death (N = 10 in each sample). Error bars represents S.E.M.

This led us to ask whether modest changes in gene expression affect cellular processes. Previously, using the same individuals studied here, we measured IR-induced cell death as an indicator of IR stress response (18). 

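Genes whose mean fold lay between 1.2 and 1.3 at 6 h took part in several processes. RRM1 and RRM2, the subunits of the enzyme that makes DNA building blocks, were higher, at log2 changes of 0.27 (adjusted p = 5.3e-20 from limma, 90 of 95 lines) and 0.28 (adjusted p = 9.5e-11, 84 lines), as was RPA3. The mitosis genes TOP2A, KIF18A and RACGAP1 were lower, and so were MVD, FDFT1 and SC4MOL of cholesterol synthesis. Other lower genes were the B cell genes LYN and CD24 and the ribosome assembly genes DDX18, NOP16 and WDR3. All of these passed the test at 6 h, and the examples are members of fixed gene lists, with those named only here chosen after their values were seen. In all, 457 genes that passed had a fold between 1.2 and 1.3 and a variance of the log2 change across lines over 0.02, 197 of them higher and 260 lower. Their median variance was 0.139 and the lowest was 0.0303. The direction of the mean was shared by a median of 83.2% of the lines, and 313 of the 457 genes moved one way in at least 80% of them. Counting only genes that rose gives 197.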

We used these data to determine whether the 183 genes that showed modest and variable changes in expression (fold change 1.2–1.3 at 6 h after irradiation and variance across individuals >0.02) are associated with cell death. We found 14 genes that showed significant correlation with cell death (*P* < 0.05; Pearson’s correlation >0.17). An example is the expression response of the cell cycle gene *CCNB1IP1*, which increased by an average of 1.2-fold on IR treatment (*P*_c_ < 10^−^^23^ at 6 h, *t*-test) (Figure 1C). 

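CCNB1IP1 encodes a ubiquitin ligase that regulates cyclin B. Its log2 level was 10.57 ± 0.277 (SD, n = 95 lines) before irradiation and 10.87 ± 0.306 at 6 h, a change of 0.30 (SE 0.0201, 1.23-fold, adjusted p = 1.4e-23 from limma). It was higher in 90 lines. At 2 h its log2 change was 0.06 and did not pass the test (adjusted p = 1). The change at 6 h is about as large as the SD between lines at either time.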

Individuals with the most induction of *CCNB1IP1* showed more cell death than those with less induction (*P* = 0.02, *t*-test, Figure 1C). Similarly, cystathionine gamma-lyase (*CTH*) increased by an average of 1.2-fold following radiation (Figure 1D); in individuals who repressed *CTH* following IR, cell death was less extensive (Figure 1D) (*P* = 0.02, *t*-test). These findings suggest that the expression responses of *CCNB1IP1* and *CTH* correlate with cellular changes following radiation exposure. 

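CTH, which makes cysteine from cystathionine and so feeds the synthesis of the antioxidant glutathione, varied widely between lines. Its log2 level was 9.40 ± 0.742 (SD, n = 95 lines) at 0 h and 9.70 ± 0.693 at 6 h. The mean change was 0.30 (SE 0.0572, 1.23-fold, adjusted p = 0.0075 from limma), with 69 lines higher at 6 h than at 0 h. At 2 h the change was 0.16 (adjusted p = 1; 0.20 with adjusted p = 0.0061 without the 12 lines that have an array standing apart). The call at 6 h was lost when the times were compared without pairing by line (adjusted p = 1).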

Although these two genes were not known to be involved in IR response, they are associated with clinical outcomes in cancer: low levels of *CCNB1IP1* are associated with poor prognosis in breast and lung cancer (22), and high levels of *CTH* are correlated with resistance to anti-tumor drugs, such as methotrexate and cisplatin, which affect DNA synthesis or repair (23). These findings illustrate that our sample sizes are sufficiently large to allow us to identify genes with subtle yet biologically relevant roles in stress responses.

### Stress induces limited changes in gene interaction networks

Next, we assessed whether correlations among genes change in response to stress. We built correlation networks, measured global properties of these networks and then studied the connections among genes. First, we calculated gene correlation using their expression levels across unrelated individuals (9,24,25). We analyzed each treatment separately; for each perturbation we examined all possible gene pairs (22 946 925 and 17 847 325 pairs for ER and IR stress, respectively). An example of a gene pair is shown in Figure 2A, which shows the coexpression of *ATF3* and *FAS* across 131 individuals before and after ER stress. Previously, we demonstrated that coexpression interactions capture known associations between genes and provide information on gene functions (4). Similarly, in this study, we found >20 000 genes that are significantly correlated (|r| > 0.60) and are involved in similar biological processes (significantly more than random pairs of genes, *P* < 10^−^^16^) (see Methods).

**Figure 2.**
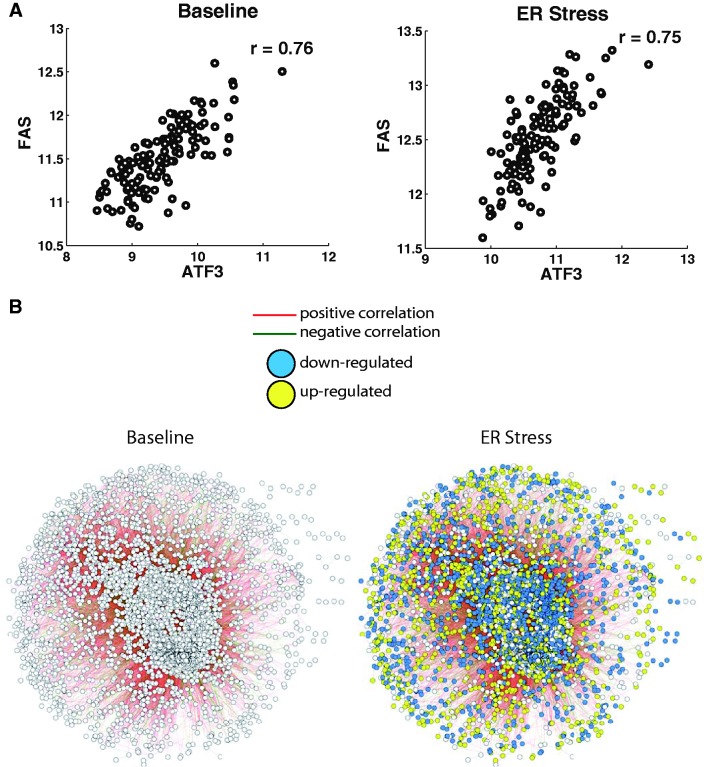
Coexpression analysis of ER stress-induced changes in gene expression. (**A**) *FAS* and *ATF3* are positively correlated among 131 individuals at baseline and on ER stress. (**B**) Coexpression network at baseline and on ER stress. Nodes represent genes and edges represent correlations between genes.

Pairwise coexpression interactions were assembled to construct gene networks, and network properties were measured. We built separate networks for different conditions and then compared the networks. 

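Genes of the large machines of the cell moved together across lines before and after irradiation. The mean Pearson correlation between 59 ribosomal protein genes was 0.70 at 0 h, 0.70 at 2 h and 0.72 at 6 h, and that between 60 genes of oxidative phosphorylation was 0.45, 0.47 and 0.50. For 37 proteasome genes it was 0.25, 0.31 and 0.31. Between 0 and 6 h the mean correlation of none of these lists passed a test that swapped the times within lines, with permutation p = 0.248 for ribosomal proteins, 0.493 for oxidative phosphorylation and 0.221 for the proteasome (adjusted p = 0.370, 0.545 and 0.370 over 21 lists), a measure chosen after seeing the data. Over all genes, connecting each pair whose absolute correlation exceeded 0.6 gave networks of 203949 connections between 4401 genes at 0 h, 159749 between 4325 genes at 2 h and 212679 between 4249 genes at 6 h. At a threshold of 0.5 there were 667903, 590946 and 694654 connections, and at 0.7 there were 49866, 32088 and 51516. The number of connections depends on how levels are treated. With Spearman's in place of Pearson's correlation it was 113495, 93870 and 105868, and with the first principal component of each time's arrays removed it was 67748, 53978 and 49919.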

We measured global network properties of coexpression networks constructed using different correlation thresholds (Supplementary Table S3). Figure 2B shows two coexpression networks: before and following ER stress. The clustering coefficient (10) of the ER stress response network is only slightly higher than that of the baseline network (0.56 versus 0.55, *P* = 0.03, Supplementary Table S3). The clustering coefficient measures the amount of ‘cliquishness’ among genes and represents the probability that two genes that are connected to a common gene are also connected to each other. The higher clustering coefficient in the gene network of ER stress suggests that genes may function in tighter gene clusters or ‘cliques’ on stress. Similarly, the gene network for cells after radiation exposure also had a slightly higher clustering coefficient than the network at baseline (0.51 versus 0.49, *P* = 0.001). 

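The clustering coefficient, averaged over all genes with a connection at an absolute correlation above 0.6, was 0.445 at 0 h, 0.426 at 2 h and 0.460 at 6 h. Over genes with at least 2 connections, for which the coefficient is defined, it was 0.489, 0.471 and 0.506. The difference between 6 h and 0 h was 0.0149 over all connected genes. At thresholds of 0.5 and 0.7 the coefficients were 0.461 and 0.418 at 0 h and 0.476 and 0.433 at 6 h. Among the genes with the most connections were SMAD4, which carries TGF-beta signals into the nucleus, with 683 connections at 0 h, 629 at 2 h and 715 at 6 h, and NME1, a nucleoside diphosphate kinase, with 626, 547 and 780. CLPP, a mitochondrial protease, had 660, 490 and 721. The direction of the difference depended on the samples and on shared variation: without the 12 lines that have an array standing apart it was -0.0082, and with the first principal component of each time removed it was -0.0208.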

Next, we examined ‘hub’ genes and found that many of the most highly connected genes at baseline remained as hubs after stress, consistent with the idea that there is limited remodeling of gene networks in response to stress. Of the 1000 most-connected genes at baseline, 79% of them are still among the 1000 most-connected genes after ER stress. Similarly, in the IR study, at least 75% of the hubs in the post-radiation exposure network are the same as those in baseline cells. Thus, gene networks representing stressed states had similar properties as those of cells at baseline.

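The hubs, taken as the 1000 genes with the most connections, were rich in genes for protein synthesis and energy production. At 0 h they held 46 of 59 measured ribosomal protein genes (hypergeometric test, adjusted p = 3.7e-24 over 21 lists) and 47 of 60 genes of oxidative phosphorylation (adjusted p = 1.5e-24), against 9.87 and 10.0 by chance, and 18 of 37 proteasome genes (adjusted p = 4.6e-05, 6.19 by chance). At 6 h these counts were 47, 48 and 22. Of 29 p53 targets 2 were hubs at 0 h and 3 at 6 h, and of 27 hypoxia genes 1 and 2. COX6A1, of the last complex of the respiratory chain, had 621 connections at 0 h and 757 at 6 h, the proteasome subunit PSMB6 607 and 755, CHCHD2, a mitochondrial protein, 585 and 759, and SEC23IP, of transport out of the endoplasmic reticulum, 600 and 712. PSMG2, a chaperone of proteasome assembly, went from 430 connections at 0 h to 590 at 2 h. Of the 1000 hubs at 0 h, 751 (75.1%) were hubs at 2 h and 792 (79.2%) at 6 h, where 2 independent lists would share 167. Of the hubs at 0 h, 692 were hubs at both later times. The share kept was lower with the first principal component removed, 54.6% at 2 h and 62.0% at 6 h.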

We then focused on pairwise coexpression interactions and found most gene interactions are not altered following stress. Of 22 946 925 (6775 choose 2) gene pairs examined, we found the correlation coefficient for >99% did not change significantly before and after ER stress (*P_c_* > 0.05; Fisher’s test of homogeneity with Bonferroni correction) (Figure 3A) (26). In the example mentioned earlier, *ATF3* and *FAS* show positive correlations both before and after ER stress, and these correlations were not significantly different (*r*_baseline_ = 0.76; *r*_ER stress_ = 0.75; *P* > 0.01; Figure 2A). Similarly on IR stress, >99% of the 17 847 325 gene pairs showed no evidence of altered coexpression patterns (*P_c_* > 0.05) (Figure 3B, Supplementary Figure S1).

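PPIB, a folding enzyme of the endoplasmic reticulum, and ATP6V1B2, a subunit of the proton pump that acidifies lysosomes, are the pair of Supplementary Figure S1. Lines with more PPIB had less ATP6V1B2 at each time, with Pearson r = -0.79 at 0 h, -0.76 at 2 h and -0.76 at 6 h and Spearman rho = -0.77, -0.76 and -0.75 across 95 lines (each permutation p = 1e-05, the smallest 100000 permutations can give). Without the 2 lines farthest from the median of PPIB, r was -0.76, -0.74 and -0.72. The 3 correlations did not differ (Fisher's test of homogeneity, p = 0.812). Few pairs passed this test. Of all pairs of the 5975 genes, 99.9997% did not pass it over 0, 2 and 6 h at an adjusted p under 0.05. With Bonferroni adjustment over all pairs only large differences in r can pass, so not passing does not show that a correlation was kept. With Benjamini-Hochberg adjustment of the same test 1025 pairs passed. Before adjustment 784926 pairs (4.4%) had p under 0.05. The test treats the 3 correlations as independent although they come from the same lines, so this share cannot be set against a share expected by chance. The median absolute difference in r was 0.0874 between 0 and 2 h and 0.0876 between 0 and 6 h. Of the connections with an absolute r above 0.6 at 0 h, 46.5% were also above 0.6 at 2 h and 57.0% at 6 h, and 99.99% of them kept their sign at either time. The largest numbers of altered pairs came with signals under 100 set to 100 and with the first principal component removed, where 99.99% of the pairs still did not pass.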

**Figure 3.**
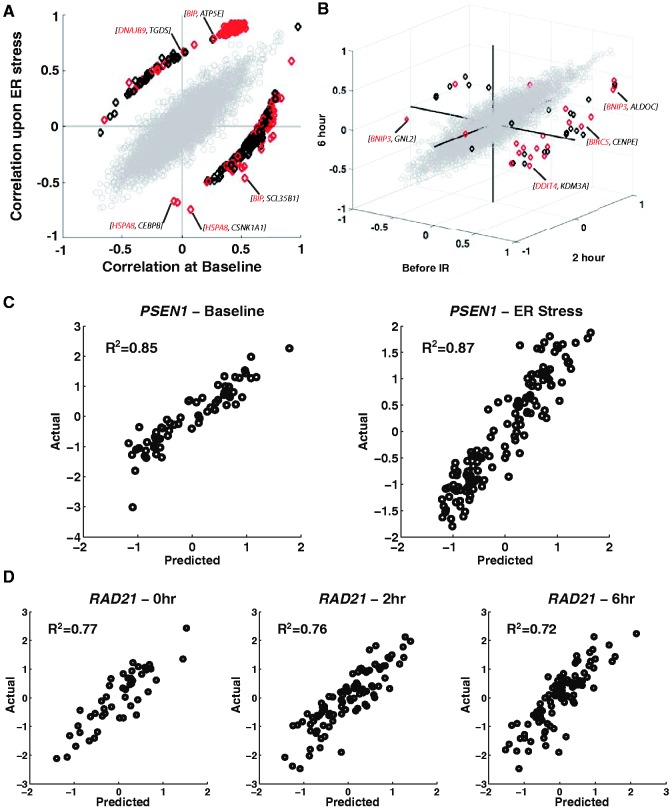
Most gene interactions do not change following stress. Gene pairs that do not alter coexpression patterns on stress are colored grey and a representative sampling of 5000 pairs are plotted. The few genes that alter interactions on ER or IR stress are represented by diamonds. Pairs with altered coexpression patterns that include at least one gene that has been implicated in previous studies in (**A**) ER stress or (**B**) IR stress are highlighted in red. A few examples are shown: the expression of (**C**) *PSEN1* and (**D**) *RAD21* are well predicted at baseline, and prediction by the model does not decline on stressed samples.

After examining pairwise interactions, we extended our analysis to study the interactions of each gene with all other genes by a machine learning method involving SVMs. Briefly, a support vector regression was used to learn the relationships between each gene and all other genes and to predict expression level based on these relationships. A model that learns relationships from unstressed samples is expected to produce accurate predictions of the expression level of a gene following stress unless gene relationships change on stress. In such cases, a decline in model performance, measured using *R*^2^, is a proxy for identifying a gene that alters interactions on stress. 

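The models were linear support vector regressions trained on 48 lines before irradiation. The square of the correlation between predicted and observed levels (R2) averaged 0.522 over 5975 genes in the 47 testing lines at 0 h, 0.531 in the 95 lines at 6 h, which include the training lines, and 0.467 in the same 47 testing lines at 6 h. The medians were 0.550, 0.551 and 0.480. For 98.8% of the genes the fall in R2 from 0 h to 6 h was reached in at least 1% of 1000 random reassignments of the samples. Of 59 ribosomal protein genes, 60 genes of oxidative phosphorylation, 37 proteasome genes, 41 DNA replication genes, 43 splicing factor genes and 16 genes of cholesterol synthesis, 0 had a significantly worse model at 6 h in this test at p under 0.01. The same was true of 28 interferon-stimulated genes, 24 genes of the unfolded protein response and 19 B cell marker genes. Chance would put fewer than 1 call in each of these lists, so a count of 0 does not show that their models held. Each gene was standardized within its set of samples, so that a shift in mean level alone does not lower R2. In 400 simulated genes the procedure found 20 of 20 genes made to change and called 1 other. The simulation does not give the rate of false calls among the 5975 real genes, where calls depended on which lines trained the models.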

Using non-parametric permutation testing to determine whether predictions were significantly worse in stressed samples, we found that the expression levels for >90% of genes in stressed samples were predicted with gene relationships at baseline (Supplementary Tables S4 and S5, *P* > 0.01), suggesting that most interactions are maintained on both ER and IR stress. For example, Figure 3C shows that the SVM model predicts *PSEN1* expression levels equally well for samples at baseline and following ER stress (*R*^2 ^= 0.85 versus *R*^2 ^= 0.87; *P* > 0.01) (ER stress); similarly, the prediction of *RAD21* expression (Figure 3D) is nearly the same for samples examined at 0, 2 and 6 h after IR treatment (*R*^2^ of 0.77, 0.76 and 0.72 at 0, 2 and 6 h, respectively; *P* > 0.01) (IR stress), implying that following stress, these genes maintain their relationships with other genes. 

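RAD21, a subunit of cohesin, the ring that holds sister chromatids together and serves in the repair of double-strand breaks, did not pass the tests for a changed model or level. The R2 of its model was 0.767 in the 47 testing lines at 0 h, 0.803 in 95 lines at 2 h and 0.758 at 6 h, and 0.686 in the same 47 lines at 6 h (permutation p = 0.225). A fall as large as that between 0 h and 6 h, 0.0088, came up in 477 of 1000 reassignments (permutation p = 0.477). Its log2 level changed by -0.02 at 2 h and -0.09 at 6 h (SE 0.0437, adjusted p = 1 from limma, lower in 62 of 95 lines).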

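Genes whose models lost accuracy 6 h after irradiation include NARF, which binds prelamin A of the nuclear envelope, and IER5, an immediate early gene. For NARF R2 was 0.750 at 0 h and 0.328 at 6 h, and for IER5 it was 0.515 and 0.102. For KPNA2, which carries proteins into the nucleus, R2 was 0.804 at 0 h and 0.286 at 6 h (0.410 and 0.0807, p = 0.011, without the lines standing apart), and for LOC731049 it was 0.849 and 0.348. In each of these 0 of 1000 reassignments gave as large a fall. In all, 69 gene models (1.15%) were significantly worse at 6 h (permutation p under 0.01), 14 of them with 0 of 1000 reassignments as large. The false discovery rate, taken as 1% of the genes tested over the number called, was 86.6%, while 99 regroupings that swapped 0 h and 6 h within lines called a median of 8 genes. After Benjamini-Hochberg adjustment of the p-values of the models, 0 genes passed. With 1000 reassignments these p-values are too coarse for an adjustment over 5975 genes, so this count does not show that no model changed. Which genes are called depends on which 48 lines train the models, a division drawn at random. Over this and 5 other random divisions, 54 to 99 genes were called, 228 were called in at least 1 of the 6 and 56 in at least 3. Any 2 divisions shared 30.8 called genes on average. In every division, 9 genes were called: KPNA2, LOC731049, CENPA, PDK1, ZNF395 and 4 others, BNIP3, SLC16A3, KDM3A and CCNB1.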

We found 434 (6%, Supplementary Table S4) and 165 (3%, Supplementary Table S5) gene models showed significantly decreased performance following ER stress and IR stress, respectively (*P* < 0.01, permutation test; FDR = 14% for ER and FDR = 33% for IR as determined by permutation testing). Together, the findings suggest that although there are extensive changes in gene expression following ER stress and IR exposure, there are only limited changes in gene interactions.

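Changes of level and changes of model were set side by side for the same genes. Of the 69 genes with worse models at 6 h, 47 (68.1%) also changed their level at 6 h, 17 higher and 30 lower, while of the other genes 31.4% changed (Fisher's exact test, p = 6.3e-10). The higher ones include the p53 targets CDKN1A, FAS and TNFRSF10B, and the lower ones include the mitosis genes CENPE, KIF20A and UBE2C and the low-oxygen genes P4HA1 and ZNF395. A further 1854 genes changed at 6 h without being called by SVM, which does not by itself show that their models held. The paper reasons that nearly all gene pairs kept their correlation and that most genes were predicted from their relations at baseline, and proposes that changes in interactions are limited although changes in expression are extensive.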

### Genes that alter interactions are critical to stress response

Next, we examined those gene interactions that change in response to cellular stress. Coexpression analysis identified 284 gene pairs (comprising 257 unique genes) that altered interactions following ER stress (*P_c_* < 0.05, Fisher’s test of homogeneity with Bonferroni correction; Supplementary Table S6, Figure 4 and Supplementary Figure S2). Given that differences in the extent of individual variation in expression levels can influence gene correlations, we compared the variances of expression levels for the 257 genes that altered interactions in response to ER stress. We found that the variances of expression levels before and after stress were highly similar (average differences in their variance are ∼0.01), suggesting that changes in interactions are not due to differences in individual variability. Among the genes that changed interactions, there are 43 genes previously implicated in ER stress, including *HSPA5* (BIP) (Figure 4A), *PDIA4 (ERp72)*, *GADD34*, *VCP (p97)*, *EDEM2* and *TRIB3* (Figure 4B) (19,27–31). Gene Ontology (GO) analysis of these 257 genes showed enrichment for ‘protein folding’ (*P* < 9.3 × 10^−^^6^, Benjamini–Hochberg correction). Machine learning analysis identified 434 genes with altered interactions (*P* < 0.01, permutation test; FDR = 14%), with 47 genes implicated in ER stress. These genes showed GO functional enrichment for ‘response to unfolded protein’ (*P* = 0.005, Benjamini–Hochberg correction). Examining the overlap between results from coexpression and machine learning, we found a significant number of genes altered interactions using both methods (50 genes total; hypergeometric test, *P* = 5 × 10^−^^13^). These 50 genes showed specific enrichment for ‘response to unfolded protein’ (*P* = 8.4 × 10^−^^4^). ER stress has been implicated in neurodegenerative diseases such as Alzheimer’s and Parkinson’s, and genes associated with these diseases are among those with altered interactions. For example, *DHCR24* and *PIN1* are associated with Alzheimer’s disease. *DHCR24* encodes seladin−1, which protects against amyloid-beta peptide-induced toxicity, and is downregulated in affected neurons of patients with Alzheimer’s disease (32). *PIN1* is involved in processing of tau protein (33) and amyloid precursor protein (34) that accumulate in AD lesions. *TRAF6* is an ubiquitin ligase that has been shown to bind misfolded proteins and promote accumulation of protein aggregates in patients with Parkinson’s disease (35). Thus, some of the genes that acquired new correlation partners following ER stress have been associated with ER stress-related diseases.

**Figure 4.**
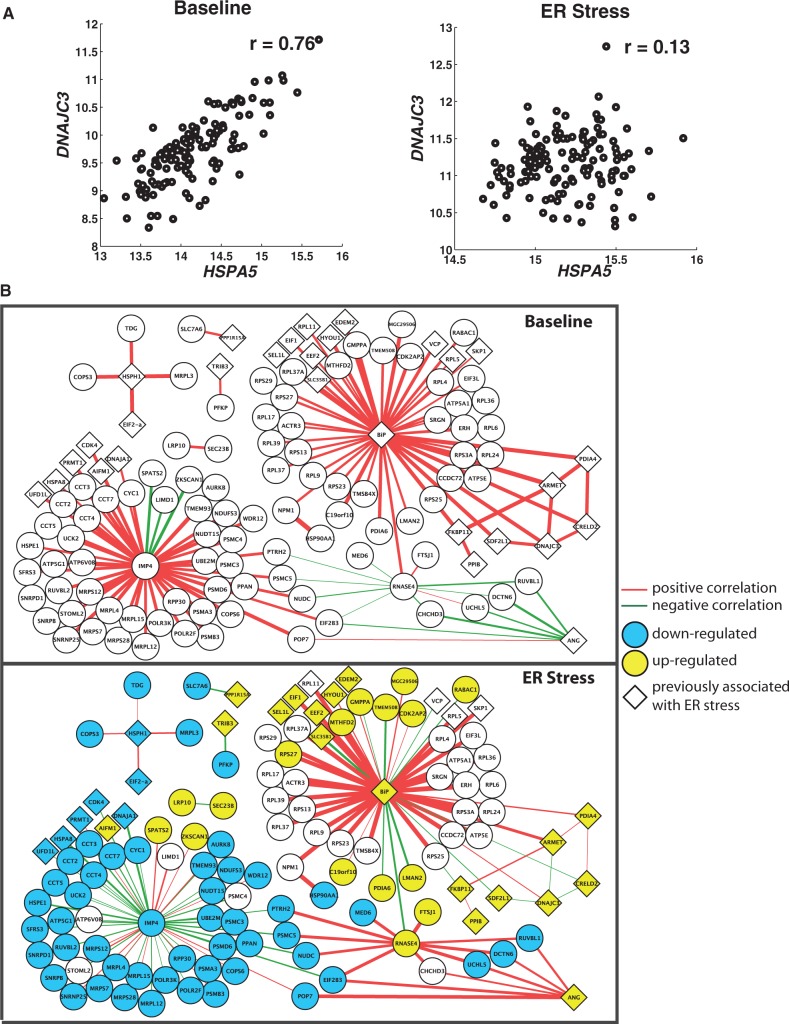
Gene pairs that altered coexpression relationships on ER stress. (**A**) Expression level of *HSPA5* (BIP) is less correlated with that of *DNAJC3* following ER stress. (**B**) Subnetworks of genes interact with different partners before and after ER stress. The thickness of the lines is proportional to the strength of the correlations.

Similarly, on IR stress, 50 gene pairs (comprising 46 unique genes) alter coexpression interactions (*P_c_* < 0.05, Fisher’s test of homogeneity with Bonferroni correction; Supplementary Table S7; as above the extent of individual differences in gene expression before and after IR exposure is similar and therefore cannot explain the changes in interactions). These included 13 genes previously implicated in IR stress, such as *BNIP3*, *FADD*, *DDB2* and *BIRC5* (Figure 5A and B) (36–40). 

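Genes that respond to low oxygen took part in most of the altered pairs. Of the 50 pairs, 29 held a gene of the hypoxia list, and 11 of the 46 genes were on it. The median Pearson r of these pairs, which were selected for a changed correlation, was 0.67 at 0 h, 0.21 at 2 h and -0.05 at 6 h across 95 lines, while some pairs of BNIP3, ALDOC and SLC16A3 were unchanged at 2 h and 3 pairs had a negative r at 0 h. BNIP3, a mitochondrial protein of cell death and mitophagy, and C7orf68, also known as HILPDA, a lipid droplet protein, had r = 0.84, 0.34 and 0.04 (Fisher's test of homogeneity, adjusted p = 2.1e-08). BNIP3 and the glycolytic enzyme ALDOC had 0.85, 0.88 and 0.35 (adjusted p = 9.9e-06), BNIP3 and the lactate transporter SLC16A3 0.87, 0.88 and 0.40 (3.1e-05), and ALDOC and SLC16A3 0.88, 0.88 and 0.43 (3.1e-04). ALDOC and ZNF395 went from 0.67 to -0.18 at 6 h (2.7e-05), and INSIG2 and C7orf68 from 0.63 to -0.28 (6.5e-05). The hypoxia list was written with the paper's table of these pairs already read, so its share of them is not independent evidence. In a group of 9 pairs, marked off after their values were seen, the correlation at 2 h stood apart from both other times, with median r of -0.00 at 0 h, 0.57 at 2 h and -0.02 at 6 h. In 3 of these pairs r turned negative at 2 h, as for DNAJB1 with SMEK2 (-0.64). Of the 10 pairs of lowest p, ARMC8, of a ubiquitin ligase complex, and the splicing regulator RBM39 had r = 0.54, -0.43 and 0.25 (adjusted p = 2.8e-05). The other 12 pairs were placed in neither group, although some of them resemble one, such as BIRC5 with CENPE and DDB2 with KIAA1279. Over all correlations of the 50 altered pairs, Pearson's r and Spearman's rho differed by a median of 0.031 and at most 0.449. Without the 2 lines farthest out, r in these pairs moved by a median of 0.023 and at most 0.416. Of the 50 pairs, 29 were also altered with Spearman's correlation and 26 without the 12 lines that have an array standing apart. A few relations rest on the 2 lines farthest out: hCG_2024410 with PAPOLG at 0 h (r = 0.58, and 0.26 without these 2 lines), BCL2L2 with LEPR at 2 h (0.63 and 0.25) and LEPR with OGFR at 2 h (0.37 and -0.05). The variance across lines of the log2 level of the 46 genes averaged 0.291 at 0 h, 0.281 at 2 h and 0.199 at 6 h. It was lower at 6 h than at 0 h for 34 genes and higher for 12 (Wilcoxon test, p = 8.3e-05, median ratio 0.741), while over all tested genes it was lower for 3768 and higher for 2207 (median ratio 0.936), and lower for all 11 hypoxia genes, whose mean was 0.522 at 0 h and 0.245 at 6 h (exact Wilcoxon test, p = 9.8e-04). The Wilcoxon tests count genes as independent, although these genes were selected for their correlations and vary together in the same 95 lines. Their p-values are therefore likely too small. Comparing 0 h with 2 h alone altered 21 pairs and 0 h with 6 h alone 26. Setting signals under 100 to 100 gave 2107 altered pairs and removing the first principal component gave 1404.

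**Figure D2:**
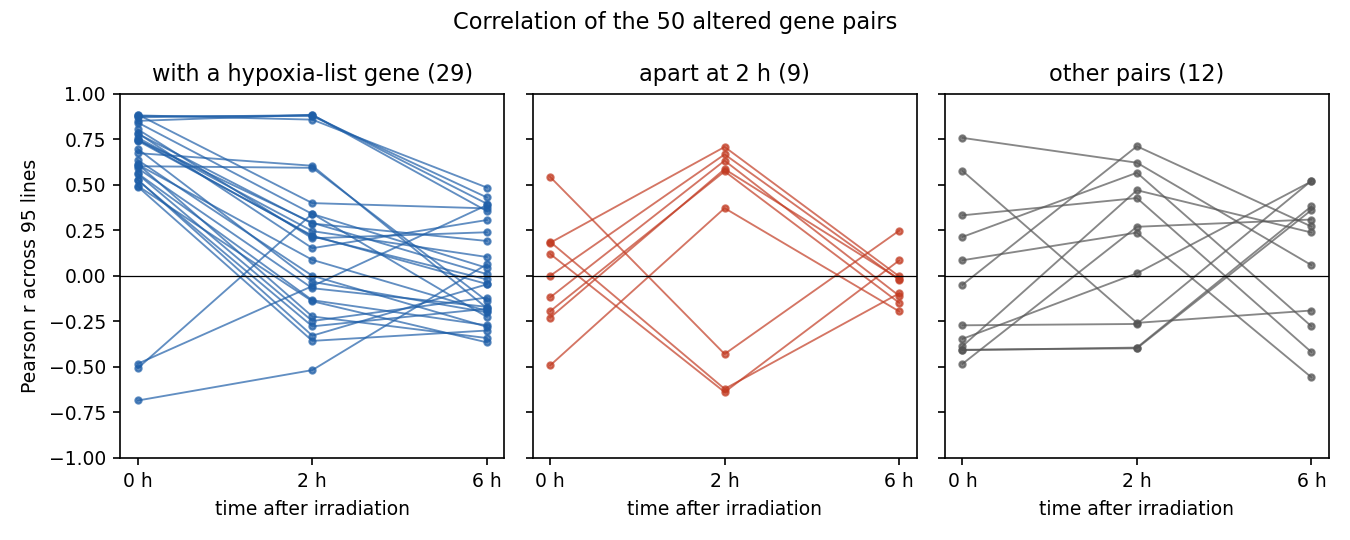
Pearson r across 95 lines (y axis) at 0, 2 and 6 h (x axis) for the 50 altered pairs, each a line: 29 pairs with a gene of the hypoxia list (left), 9 pairs whose correlation stood apart at 2 h (middle) and the other 12 (right). In the left panel the median r falls from 0.67 to -0.05.

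**Figure D3:**
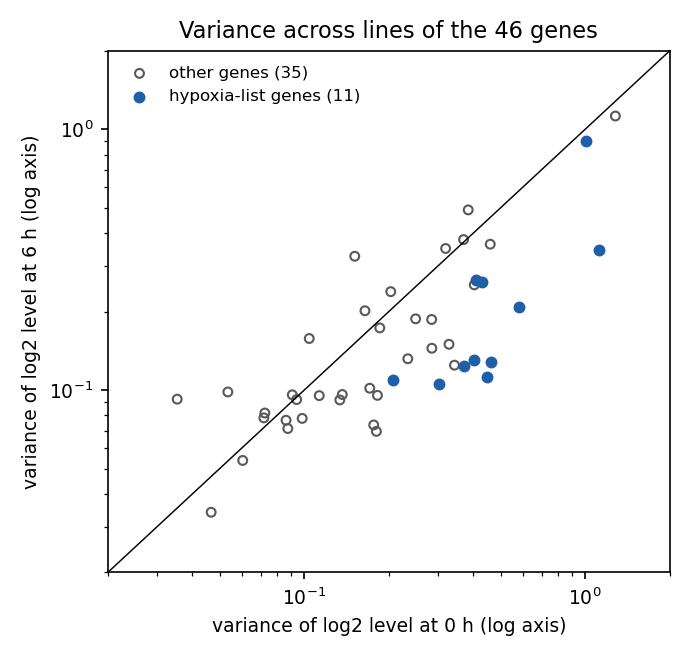
Variance across 95 lines of the log2 level at 0 h (x axis, log scale) and at 6 h (y axis, log scale) of the 46 genes of altered pairs, each a point, with the 11 hypoxia-list genes filled; the line marks equal variance. All 11 filled points lie below it.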

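BNIP3 fell 6 h after irradiation by 0.91 on the log2 scale (SE 0.0642, 1.88-fold, adjusted p = 7.3e-22 from limma, lower in 86 of 95 lines). DDB2, which finds ultraviolet damage in DNA and is a p53 target, rose by 0.40 at 2 h (81 lines) and by 1.39 at 6 h (SE 0.0425, 2.62-fold, adjusted p = 3.6e-51, 95 lines). FADD, the adaptor that links death receptors to caspases, fell at 2 h, with a log2 change of -0.30 (SE 0.0430, adjusted p = 3.5e-06, lower in 72 lines), and was at -0.01 at 6 h (adjusted p = 1). BIRC5 changed by 0.05 at 2 h (adjusted p = 1) and -0.18 at 6 h (SE 0.0304, adjusted p = 1.9e-04, lower in 66 lines; adjusted p = 1 without pairing by line). DDB2 and FADD each had 1 altered pair. The test of homogeneity treats the 3 correlations as independent although they come from the same lines, and regroupings within lines altered a median of 2 pairs, so that a single pair near the threshold is not set apart from chance. FADD and the zinc finger gene ZNF623 had Pearson r = -0.20, 0.57 and -0.15 at 0, 2 and 6 h and Spearman rho = -0.20, 0.54 and -0.15 (homogeneity, adjusted p = 0.0146). For r the permutation p was 0.0577, 1e-05 and 0.149, and without 2 lines r was -0.26, 0.56 and -0.22. DDB2 and KIAA1279, which takes part in transport along axons, had r = 0.21, 0.57 and -0.28 and rho = 0.24, 0.55 and -0.29 (adjusted p = 0.0479), with permutation p = 0.0397, 1e-05 and 0.0064, and r = 0.26, 0.58 and -0.33 without 2 lines. BNIP3 had 6 altered pairs. Among them, with the prolyl hydroxylase P4HA1, r was 0.88, 0.86 and 0.48, and with GNL2, of ribosome assembly, it was -0.69, -0.52 and 0.06.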

Increased expression of *BIRC5*, which encodes antiapoptotic protein survivin, has been associated with increased resistance to IR therapy in rectal cancer (41) and is a potential drug target of lung cancer (42). 

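Several cell cycle genes with worse models at 6 h also fell strongly. TACC3 and CDCA8, which had worse models too, fell less at 6 h, with log2 changes of -0.41 and -0.42. PLK1, a kinase of mitosis, had a log2 change of -1.52 (SE 0.0657, adjusted p = 5.4e-38 from limma, lower in 94 of 95 lines), CCNB1 of -1.44 (SE 0.0526, adjusted p = 2.2e-44, 95 lines) and CDC20, which triggers the separation of chromosomes, of -1.29 (SE 0.0596, adjusted p = 1.0e-35, 94 lines). The R2 of their SVM models fell from 0.719 at 0 h to 0.229 at 6 h for PLK1, from 0.714 to 0.243 for CCNB1, both with 0 of 1000 reassignments as large, and from 0.674 to 0.371 for CDC20 (permutation p = 0.009). At 2 h the R2 of these models was 0.795, 0.845 and 0.780 in the 95 lines. These include the training lines, unlike the 47 testing lines at 0 h, so the values do not show that the models held. p53 targets rose: GADD45A, which binds cell cycle proteins, by 1.09 on the log2 scale at 2 h and 2.79-fold at 6 h (SE 0.0715, adjusted p = 4.6e-34, higher in 94 lines), CDKN1A, the cell cycle inhibitor p21, by 1.22 and 1.43 (SE 0.0606, adjusted p = 1.0e-38, 94 lines), the stress transcription factor ATF3 by 1.62 and 1.16 (SE 0.0609, adjusted p = 3.5e-31, 92 lines) and FAS by 0.55 and 0.91 (SE 0.0364, adjusted p = 8.1e-41, 95 lines). R2 fell from 0.698 to 0.356 for CDKN1A (p = 0.002) and from 0.405 to 0.0772 for FAS (p = 0.004). It was 0.532 and 0.185 for GADD45A (p = 0.016), 0.561 and 0.339 for ATF3 (p = 0.055) and 0.467 and 0.274 for DDB2 (p = 0.078), none of which passed the threshold of 0.01, while other divisions of the lines did call these genes, in 5, 3 and 1 of 6 divisions. Some calls were lost in turn: with quantile normalization p was 0.066 for CDKN1A and 0.017 for FAS, with only the testing lines at 6 h it was 0.034 for CDC20, and without the lines standing apart it was 0.043 for INSIG2. Among the largest falls, each with 0 of 1000 reassignments as large, were those of low-oxygen genes: KDM3A, from 0.824 to 0.0411, BNIP3, from 0.815 to 0.181, ZNF395, from 0.714 to 0.143, and INSIG2, from 0.807 to 0.329.

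**Figure D4:**
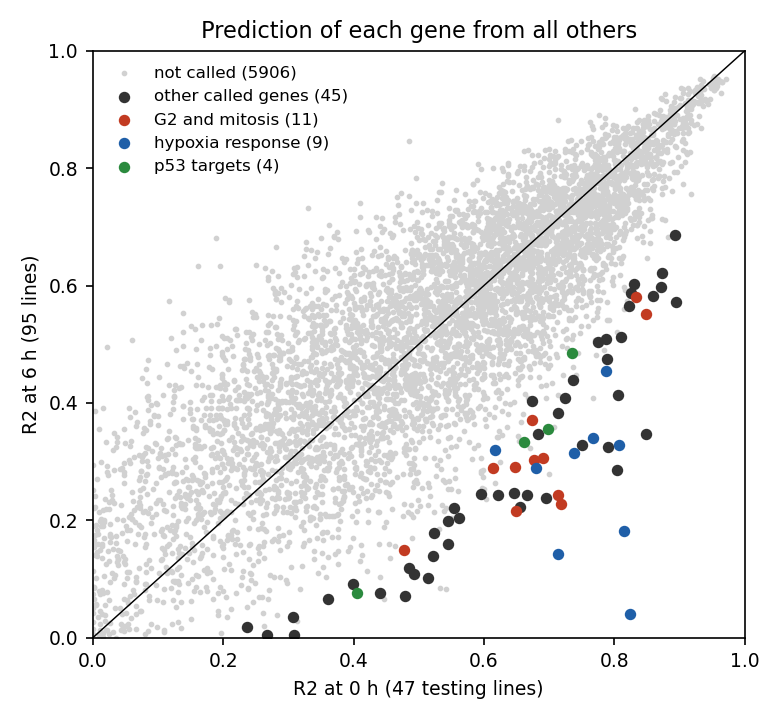
R2 of the SVM model of each gene in the 47 testing lines at 0 h (x axis) and in the 95 lines at 6 h (y axis). Colored points are called genes of the G2 and mitosis list (11, red), the hypoxia list (9, blue) and the p53 target list (4, green), black points are other called genes, grey points were not called, and the line marks equal R2. Called genes lie below the line.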

Machine learning analysis identified 165 genes with altered interactions (*P* < 0.01, permutation test; FDR = 33%), with 47 previously implicated in IR stress, including cyclin B1 (*CCNB1*), *BNIP3*, *GADD45A*, *FAS*, *PLK1, ATF3, CDC20, DDB2* and *CDKN1A* (also called p21) (36,40,43–49). 

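Genes of cell division, of the response to low oxygen and of the p53 response were over-represented among those with worse models at 6 h. Of 44 measured genes of G2 and mitosis, 11 were called, against 0.508 by chance (Fisher's exact test, adjusted p = 2.5e-11 over 21 lists): PLK1, CDC20, CCNB1, UBE2C, DLGAP5, KIF23, CENPA, CENPE, TACC3, KIF20A and CDCA8. Of these, KIF23, KIF20A and CENPE encode motor proteins that move along microtubules, and DLGAP5 and TACC3 encode proteins of the spindle. Of 27 genes of the hypoxia list, 9 were called, against 0.312 by chance (adjusted p = 8.9e-11): BNIP3, SLC16A3, AK3L1, PDK1, P4HA1, INSIG2, VEGFA, KDM3A and ZNF395. This list was written after the paper's altered pairs had been read, so its p is not independent evidence. VEGFA is the main growth factor of blood vessels, and PDK1 keeps pyruvate out of the mitochondria. Of 29 p53 targets, 4 were called (CDKN1A, FAS, TNFRSF10B and EI24, adjusted p = 0.0022), and of 28 apoptosis genes 3 (BNIP3, FAS and TNFRSF10B, adjusted p = 0.0206), each of which is also on the hypoxia or the p53 list. With genes called in at least 3 of 6 divisions of the lines, these counts were 10, 11, 6 and 3. Fisher's test treats genes as independent, but genes of a list vary together between lines. Their mean r at 0 h was 0.50 for G2 and mitosis, 0.36 for hypoxia genes and 0.34 for p53 targets. Calls within a list may thus come together, and these p-values are likely too small. The paper had already named PLK1, CDC20, CCNB1, CDKN1A and FAS from the same arrays.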

Genes that changed the most were enriched for ‘mitotic cell cycle’ (*P* = 0.004, Benjamini–Hochberg correction) and ‘microtubule-based process’ (*P* = 0.04, Benjamini–Hochberg correction); both processes are critical in the response to IR. These processes have also been targeted therapeutically to induce cell death in cancer cells (50).

**Figure 5.**
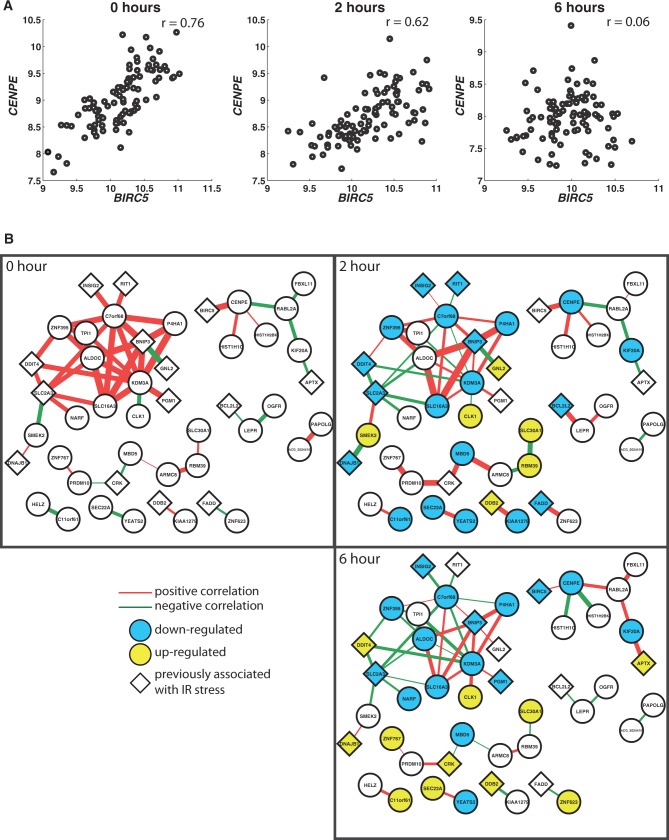
Gene pairs that altered coexpression relationships on IR stress. (**A**) Expression level of *BIRC5* (Survivin) is less correlated with that of *CENPE* in irradiated cells. (**B**) Subnetworks of genes that interact with different partners before and after IR stress. The thickness of the lines is proportional to the strength of the correlations.

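BIRC5 and CENPE, a kinesin motor that brings chromosomes into line, rose and fell together between lines before irradiation and no longer did at 6 h. Pearson's r was 0.76 at 0 h, 0.62 at 2 h and 0.06 at 6 h across 95 lines (Fisher's test of homogeneity, adjusted p = 0.0118), and Spearman's rho was 0.76, 0.67 and 0.08. At 0 and 2 h the permutation p of r and rho was 1e-05, the smallest 100000 permutations can give (adjusted p = 2.8e-05 over 171 correlations). At 6 h it was 0.574 for r (adjusted p = 0.625) and 0.415 for rho. Without the 2 lines farthest from the median, r was 0.73, 0.61 and 0.07. BIRC5 was connected at an absolute r above 0.6 to 40 genes at 0 h, 26 at 2 h and 1 at 6 h.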

To investigate the nature of interactions between 284 gene pairs that change following ER stress, we mined a database of human interactions using ConsensusPathDB, which compiles known protein–protein, genetic, signaling, drug–target, gene regulatory and metabolic pathway interactions (51). We found some gene pairs (∼9%, Supplementary Table S8) produce proteins that directly interact, such as *PDIA4* and *HSP90B1*, which are both known to function in the unfolded protein response. The remaining gene pairs interact through a third gene, via co-regulation, signaling or protein–protein interaction. For example, many gene pairs (25%, Supplementary Table S9) interact through *UBC3* that encodes an E2 ubiquitin-conjugating enzyme. It is known that the yeast homolog of XBP1 (Hac1p) is regulated by UBC3 (Pal *et al.* 2007); we postulate that altered interactions between genes in response to ER stress may be occurring either directly through UBC3 or through UBC3's effect on XBP1.

Of the 50 gene pairs that alter interactions in response to IR stress, we found that CENPE and BIRC5 directly interact at the protein level via formation of a kinetochore complex, whereas the remaining gene pairs interact through a third gene. For example, the interaction between *KDM3A* and *BNIP3* was found to be altered in our study. 

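CENPE fell by 0.34 at 2 h and by 1.05 at 6 h on the log2 scale (SE 0.0610, adjusted p = 1.2e-27 from limma, lower in 94 of 95 lines). It had 46 connections above an absolute r of 0.6 at 0 h, 20 at 2 h and 15 at 6 h, 6 of them present at both 0 and 6 h. Besides BIRC5 it had 3 altered partners. With HIST1H1C, a linker histone, r was 0.33, 0.43 and -0.42 at 0, 2 and 6 h (Fisher's test of homogeneity, adjusted p = 0.0039), with the core histone HIST1H2BK it was 0.08, 0.24 and -0.56 (adjusted p = 0.0441), and with RABL2A, of the RAB family of small GTPases, it was -0.41, -0.40 and 0.36 (adjusted p = 0.0440). A similar turn was seen for KIF20A and RABL2A, with r of -0.41, -0.39 and 0.38 (adjusted p = 0.0140), and for KIF20A and APTX, with -0.27, -0.27 and 0.52 (adjusted p = 0.0036).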

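KDM3A and BNIP3 varied together between unirradiated lines, with Pearson r = 0.78 at 0 h, 0.15 at 2 h and 0.31 at 6 h (95 lines, Fisher's test of homogeneity, adjusted p = 0.0122) and Spearman rho = 0.80, 0.18 and 0.17. The permutation p of r was 1e-05, the smallest that can be reached, at 0 h, 0.145 at 2 h and 0.00302 at 6 h (adjusted p = 2.8e-05, 0.180 and 0.0053), and that of rho was 1e-05, 0.0758 and 0.105. Without 2 lines r was 0.80, 0.14 and 0.27. KDM3A, which removes methyl groups from histone H3, fell by 0.60 on the log2 scale at 2 h (1.52-fold, adjusted p = 7.1e-15 from limma, 80 lines) and by 1.13 at 6 h (SE 0.0672, 2.19-fold, adjusted p = 4.8e-27, lower in 92 lines). BNIP3 was lower by less at 2 h (-0.23, 1.17-fold, adjusted p = 1.3e-09, 79 lines).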

*HIF1A* interacts with both of these genes and is known to be activated on IR stress. HIF1A physically interacts with KDM3A, a histone demethylase, to regulate expression of various genes (52) including *BNIP3* (53,54). Thus, the interaction between KDM3A and BNIP3 may be altered via the activation of *HIF1A* in response to IR stress. 

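The level of HIF1A itself, the transcription factor that turns on genes in low oxygen and is mainly controlled through the stability of its protein, was slightly higher at 2 h, with a log2 change of 0.13 (SE 0.0245, adjusted p = 0.0090 from limma, higher in 74 of 95 lines), and did not pass the test at 6 h (0.11, adjusted p = 0.819, 70 lines). The call at 2 h was lost without pairing by line and after quantile normalization (adjusted p = 1 in each). Across lines, HIF1A and KDM3A had Pearson r = -0.27 at 0 h, 0.20 at 2 h and 0.38 at 6 h and Spearman rho = -0.37, 0.21 and 0.25. HIF1A and BNIP3 had r = -0.42, -0.32 and 0.14 and rho = -0.47, -0.29 and -0.00. The homogeneity p was 1.3e-05 for the pair with KDM3A and 1.3e-04 for that with BNIP3, and neither pair passed after adjustment over all pairs. The activity of the HIF1A protein was not measured on these arrays.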

Interestingly, although *KDM3A* is not known to play a role in IR stress, we found that in irradiated cells, it alters interactions with many genes (e.g. *DDIT4*, *P4HA1*, *PGM1*, *ALDOC, SLC16A3, TPI1 and CLK1*); thus, it may be important in IR stress through its physical interaction with *HIF1A*. These analyses do not identify the exact nature of interactions; however, they enable us to select candidates for functional follow-ups.

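KDM3A had 51 connections at an absolute r above 0.6 at 0 h, 0 at 2 h and 16 at 6 h, with 0 of the first among the last, and 9 altered pairs. With P4HA1, which prepares collagen for assembly, r was 0.88, 0.40 and 0.37 at 0, 2 and 6 h (Fisher's test of homogeneity over 95 lines, adjusted p = 1.3e-06), and the value at 6 h was 0.18 without 2 lines. With DDIT4, an inhibitor of mTOR, it was 0.61, -0.22 and -0.34 (adjusted p = 4.4e-07), with C7orf68 0.70, -0.03 and -0.20 (1.7e-06), with ALDOC 0.75, 0.22 and -0.02 (4.8e-04), with SLC16A3 0.80, 0.21 and 0.24 (8.0e-04), with the glucose phosphate enzyme PGM1 0.76, 0.24 and 0.10 (0.0172) and with the glycolytic enzyme TPI1 0.49, -0.14 and -0.37 (0.0125). With CLK1, a kinase of splicing factors, the sign turned the other way, from -0.48 and -0.06 to 0.39 (0.0323). At 6 h P4HA1 and SLC16A3 fell with KDM3A, by 1.03 (adjusted p = 1.5e-25 from limma, 89 lines) and 1.11 (adjusted p = 4.1e-17, 79 lines) on the log2 scale, and PGM1 and ALDOC each fell by 0.27 (75 and 80 lines; for ALDOC adjusted p = 1 without pairing by line). DDIT4 fell by 0.36 at 2 h (69 lines) and rose by 0.40 at 6 h (adjusted p = 4.3e-07, 72 lines), CLK1 rose by 0.64 and 0.59 (adjusted p = 1.9e-16 at 6 h, 82 lines), and TPI1 was at 0.02 and -0.04 (adjusted p = 1).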

After finding that many genes with altered interactions have known roles in stress response, we asked whether the remaining genes might also play key roles. We focused on 35 genes that showed altered interactions following ER stress (Supplementary Table S4), but without changes in messenger RNA levels (Supplementary Table S1). *THAP1* was the top candidate showing the greatest changes in gene interactions, so we studied it experimentally. First, we determined whether *THAP1* induction is also found in other human cells besides cultured B cells by measuring its protein levels in primary skin cells. Results from immunoblotting confirmed that *THAP1* protein expression increased following ER stress in human skin cells (Figure 6A) (*P* = 0.008, one-tailed *t*-test). Then, to examine the role of *THAP1* in ER stress, we knocked down *THAP1* by RNA interference and measured the expression of three well-known mediators of the ER stress response: *HSPA5*, *ATF4* and *DDIT3*. We found that knockdown of *THAP1* resulted in attenuated ER stress response where induction of *ATF4* and *DDIT3* was reduced compared with non-target control (Figure 6B) (*P* < 0.005). Thus, data on gene interactions rather than expression levels allowed us to identify a role for *THAP1* in ER stress response. In addition to *THAP1*, we examined two additional genes that are part of the Ras/Raf/Rho pathway: *ARHGAP1* and *RAB35*. These were also among the genes that change interactions without changing expression. We examined B cells from two different individuals and knocked down *ARHGAP1* and *RAB35* using siRNA; then we assessed response to ER stress by measuring *HSPA5*, *ATF4* and *DDIT3.* Knockdown of *RAB35* led to an increase in the induction of *ATF4* and *DDIT3* in response to ER stress (Figure 6C) (*P* ≤ 0.05), suggesting that *RAB35* negatively regulates ER stress response. Knockdown of *ARHGAP1* showed similar trends, but the effects on *ATF4* and *DDIT3* were not significant with just two samples. Together, these experimental results show that genes can be involved in the ER stress response by altering their interacting gene partners but without changing their expression levels. Thus, studying gene expression levels alone may not provide a comprehensive view of the ER stress response.

**Figure 6.**
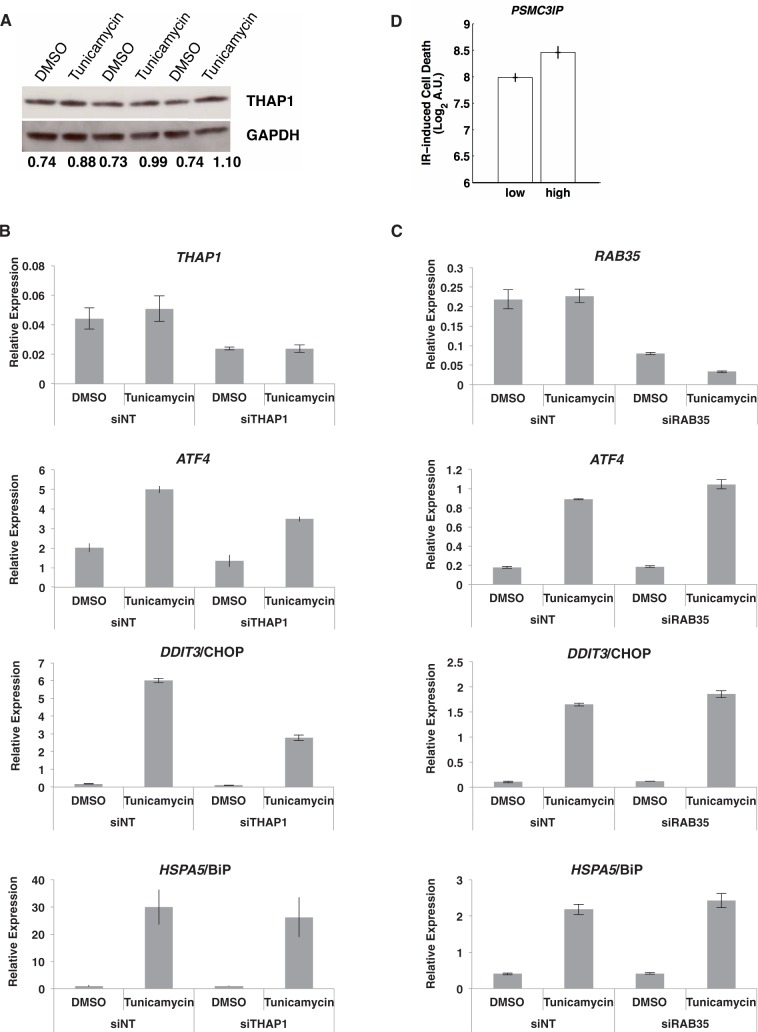
*THAP1* and *RAB35,* two ER stress-responsive genes and *PSMC3IP,* an IR stress-responsive gene identified in this study. (**A**) THAP1 protein levels are increased in response to ER stress induced by tunicamycin in primary human fibroblasts; results of biological triplicates. The ratio of THAP1 to glyceraldehyde 3-phosphate dehydrogenase is reported below each lane. (**B**) Knockdown of *THAP1* (average knockdown of 49%) (*P* = 0.03) resulted in attenuated induction of *ATF4* and *DDIT3*/CHOP (*P* < 0.005) but not *HSPA5*/BIP (*P* = 0.75). (**C**) Knockdown of *RAB35* (average knockdown 63%) (*P* = 0.005) resulted in increased induction of *ATF4* (*P* = 0.04) and *DDIT3*/CHOP (*P* = 0.05). (**D**) Induction of *PSMC3IP* is associated with IR-induced cell death in B-cells (*n* = 10). Error bars represent S.E.M.

Similarly, we examined genes that alter their interactions with other genes following IR stress (Supplementary Table S5). We compared radiation-induced changes in expression of these genes with caspase measurements of radiation-induced cell death from the same subjects. We found that among 165 genes showing altered interactions, the induction or repression of 19 (12%) of these genes is significantly correlated with the extent of cell death following radiation exposure (*P* < 0.05). One of these genes, *PSMC3IP*, is a factor that ensures proper homologous pairing during meiosis (55). It has not been linked to DNA damage or response to IR. In our data, it interacts with different sets of genes at baseline and post-radiation (Supplementary Table S5). 

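PSMC3IP rose by 0.30 at 2 h (78 of 95 lines) and by 0.50 at 6 h (SE 0.0368, 1.42-fold, adjusted p = 1.2e-20 from limma, higher in 86 lines). Of its partners at an absolute r above 0.6, only TNIP1 and AMPD2 were present at both 0 and 6 h. TNIP1 is an inhibitor of NF-kB signals and AMPD2 an enzyme of purine metabolism. PSMC3IP had 5 partners at 2 h. A small shift in r across 0.6 is enough to lose or gain a partner, and PSMC3IP had no altered pair. The R2 of its SVM model was 0.744 at 0 h, 0.518 at 2 h and 0.485 at 6 h, a fall that 13 of 1000 reassignments reached (permutation p = 0.013), which did not pass the threshold of 0.01, and it was called in 0 of 6 divisions of the lines.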

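The 27 partners of PSMC3IP before irradiation included ENO2, PGM1, ALDOC, SLC16A3, P4HA1, KDM3A and INSIG2 of the hypoxia list, all with negative r, from -0.60 for INSIG2 to -0.71 for P4HA1; this list was written after the paper's altered pairs had been read, and its share of the partners was not tested. The strongest was MAP2K1, a kinase of the growth signal cascade, at -0.76. By 6 h the r of MAP2K1 was -0.48, that of P4HA1 -0.49 and that of KDM3A -0.29. Of 41 DNA replication genes, 0 were among the 27 partners (hypergeometric p = 1). Chance would put fewer than 1 there, so a count of 0 does not show a lack of them. The replication genes that were partners at 6 h had r at 0 h from 0.09 for PRIM1 to 0.52 for DUT, under the threshold of 0.6.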

*PSMC3IP* was correlated (|r| > 0.6) with 27 genes at baseline, and these genes showed no significant enrichment for any biological process (*P_c_* = 0.56). However, 6 h after IR, *PSMC3IP* was correlated to 25 genes that are enriched for roles in DNA replication (*P*_c_ = 0.08), including *RFC4*, *RPA3* and *PRIM1*. 

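At 6 h the partners of PSMC3IP included genes of DNA synthesis and cell division. Of the 25, 6 belonged to the list of 41 DNA replication genes (hypergeometric p = 1.1e-08 against 5974 genes): RFC4, PRIM1, RPA3, DUT, GMNN and GINS2. The paper had already reported DNA replication for these partners, naming RFC4, RPA3 and PRIM1, from the same arrays. The test is therefore not independent evidence, and its p was not adjusted over lists. It also treats partners as independent, although all were picked for correlation with PSMC3IP. RFC4, which loads the sliding clamp onto DNA, had Pearson r = 0.45, 0.66 and 0.77 with PSMC3IP at 0, 2 and 6 h and Spearman rho = 0.43, 0.61 and 0.81, and r = 0.42, 0.60 and 0.78 without 2 lines. PRIM1, which makes the RNA primers, had r = 0.09, 0.42 and 0.61 and rho = 0.08, 0.42 and 0.63. RPA3, which coats single-stranded DNA, had r = 0.41, 0.44 and 0.60 and rho = 0.49, 0.37 and 0.65. The 3 correlations differed between times for RFC4 (Fisher's test of homogeneity, p = 0.00121) and PRIM1 (p = 1.4e-04), not for RPA3 (p = 0.151), and none passed after adjustment over all gene pairs. Partners outside that list included CDKN3, a cell cycle phosphatase (r = 0.71), STMN1, which takes microtubules apart (0.70), and MAD2L1 of the spindle checkpoint (0.67). Levels moved little: RPA3 was higher at 6 h, with a log2 change of 0.28 (adjusted p = 0.0139 from limma, 79 of 95 lines; 0.177 without pairing by line), and RFC4 (0.04, adjusted p = 1) and PRIM1 (0.09, adjusted p = 0.432; 0.0178 without the lines standing apart) did not pass.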

We find that cells from individuals who downregulated the expression of *PSMC3IP* show less cell death compared with those who upregulated its expression (Figure 6D) (*P* = 0.002, *t*-test). Taken together, these findings suggest that genes that alter interactions have important roles in the human stress response.

### Stress-specific alterations in gene interactions

We next examined whether changes in gene expression and interactions are stress-specific. 

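Genes changed by irradiation were compared with those that the paper lists as changed by tunicamycin in Supplementary Table S1, whose arrays were not analysed here. Genes of G2 and mitosis mostly went the same way: of 28 changed in both, 24 did, such as MKI67, TPX2 and KIF11. Genes of cholesterol synthesis did as well, with 11 of 12, among them SQLE and FDFT1. Of 20 DNA replication genes changed in both, 16 went opposite ways, such as MCM7, FEN1 and TK1. Of 20 p53 targets 16 went the same way and of 18 hypoxia genes 12. Over 5798 genes measured in both, 1964 (33.9%) were changed by irradiation at 2 or 6 h and by tunicamycin in the paper's table, against 1872 by chance (Fisher's exact test, p = 4.9e-08), and 56.0% of them went the same way. Counting irradiation at 6 h only, 1423 genes (24.5%) were shared, with 61.3% going the same way. At 2 h only it was 1062 genes, with 47.0%. Members of the lists are named here after their values were seen.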

We compared genes that change expression following IR or ER stress and found that the expression levels of ∼1500 genes (25% of the genes studied) changed in response to both stresses. The shared genes were not enriched for any particular functions. Previous studies have also demonstrated that ∼25–30% of changed genes are shared across multiple stressors (56). Next, we compared the genes that changed interactions following IR and ER stress. In contrast to genes that change expression, none of the genes that changed coexpression interactions were shared between the two stresses, suggesting that changes in gene interactions are highly stress-specific. 

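The 46 genes of altered pairs after irradiation, which include the low-oxygen genes BNIP3, KDM3A and ALDOC, the mitosis genes CENPE, BIRC5 and KIF20A, and DDB2 and FADD, held 0 of the genes of the 284 pairs that the paper lists for ER stress. Of 5798 genes measured in both studies 46 and 251 were in altered pairs, so that 1.99 shared genes would be found by chance (Fisher's exact test, p = 0.266).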

As described earlier, there were 257 genes that were correlated with a different set of genes (Supplementary Table S6) specifically following ER stress; these genes showed enrichment for ‘response to unfolded protein’. And there were 46 genes that changed interactions only following IR exposure (Supplementary Table S7); these include known IR-stress response genes *DDB2*, *FADD* and *BIRC5*. When we looked at genes identified using machine learning analysis (SVM), we saw the same pattern; only 23 genes (<1% of the genes studied) changed interactions following both ER and IR stress (Supplementary Table S10). 

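Of the 69 genes with worse SVM models at 6 h after irradiation, 8 are among those that the paper's Supplementary Table S4 calls for ER stress, against 4.74 by chance (Fisher's exact test over 5798 genes, p = 0.143). With the calls of the paper's Supplementary Table S5 in place of those made here, the same test gives 23 shared genes against 11.1 by chance (p = 7.3e-04). The 8 genes shared by the calls made here include CCNB1, FAS, TNFRSF10B, TACC3, the proton pump protein ATP6AP2 and TGDS. The R2 of the model at 0 and 6 h was 0.736 and 0.485 for TNFRSF10B, 0.649 and 0.215 for TACC3, 0.872 and 0.598 for ATP6AP2 and 0.553 and 0.222 for TGDS. Of these genes CCNB1, FAS and TNFRSF10B are in the paper's Supplementary Table S10.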

Compared with the 25% of genes that showed changes in expression levels following ER or IR stress, far fewer genes changed interactions (<1%) following both stresses; however, the genes that changed interactions were enriched for those that are critical to the stress response and unique to each stress. Together, these data suggest that genes that alter interactions are predominantly stress-specific.

## DISCUSSION

Cells respond to perturbations by changing gene expression levels and altering interactions among genes. Studying changes in expression levels is straightforward, but examining the extent to which cells rewire gene network connections is more difficult. However, knowledge of these gene interactions provides a more comprehensive view of cellular response and is important for the development of interventions that improve response to perturbations. Here, we identified genes that changed in expression levels and in their interactions with other genes following ER stress or exposure to IR. These cellular stresses have clinical relevance with respect to diseases in which ER stress has been implicated and to the use of IR as a treatment for cancer.

Our analyses revealed that many genes change expression levels, and fewer genes change interactions, but genes that change interactions tend to be specific to the particular stress response. First, our results show extensive changes in gene expression following perturbation; many (>80%) of the stress-responsive genes showed consistent but modest levels of induction or repression across our ∼100 individuals. Second, coexpression network analysis revealed that hubs (genes with numerous links) maintained many of their connections, and there was an increase in clustering among genes following stress. Third, although many genes did not change interactions, those that did played critical and specific roles in ER and IR stress response. Moreover, genes with key roles in ER stress-related diseases such as Alzheimer’s disease and Parkinson’s disease showed altered gene interactions in response to ER stress.

Finally, we identified genes that alter interactions without altering expression. These stress-responsive genes would have been missed if we had focused only on gene expression changes. One of these genes, *THAP1*, which we showed, promotes ER stress response through *ATF4* and *DDIT3*. This gene is mutated in patients with dystonia, and initial studies suggest the pathogenesis may involve ER stress (57). Taken together, for the most part, cells use preexisting network connections to respond to stress. However, some new connections are made. Identifying genes with altered connections may provide specific therapeutic targets for diseases that result from dysfunction in cellular responses to stress.

Our results are in agreement with findings in yeast where genes that altered epistasis interactions were found to be critical (58). Bandyopadhyay *et al.* examined changes in epistasis interactions in 418 yeast genes in response to MMS-induced DNA damage. These 418 genes were selected to give coverage of kinases, phosphatases, transcription factors and known DNA repair factors. They found 873 differential interactions of ∼80 000 examined (1% of interactions change), with many interactions showing enrichment for genes functioning in the DNA damage response. Although they identified a slightly higher percentage of altered interactions in yeast compared with our study in humans, this difference may be due to the genes included in their analysis: they selected genes with known roles in DNA damage response, whereas our study analyzed all expressed genes in the B cell transcriptome. Nevertheless, the main finding in yeast is recapitulated in humans: genes showing altered interactions tend to be enriched for critical players in the stress response.

Our findings in two distinct stresses suggest that cells respond to stress by inducing extensive changes in gene expression and selective changes in gene interactions. While many genes that change expression are shared between the two stresses, the subset of genes engaging in dynamic interactions tends to be stress-specific. Diseases can result from inefficient responses to stresses. Therapies that augment appropriate stress response could be effective long-term treatments. However, developing such therapies has been difficult, as many of the response pathways are shared across stresses. Our findings that identified stress-specific responsive genes provide potential candidates for therapeutic interventions.

Our results illustrate that individual variation in gene expression response uncovers the complexity of cellular responses. Future work that elucidates these complex interactions will be important for development of interventions based on understanding disease-specific pathways rather than genes in isolation.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

## FUNDING

The National Institutes of Health (NIH) and the Howard Hughes Medical Institute (HHMI). Funding for open access charge: NIH and HHMI.

*Conflict of interest statement*. None declared.

## Supplementary Material

Supplementary Data

# Supplementary material for: Stress-induced changes in gene interactions in human cells
**Source:** Nucleic Acids Res. 2013 Oct 28;42(3):1757–71. doi: 10.1093/nar/gkt999
**Supplement:** Supplementary Data

Stress-induced changes in gene interactions in human cells — Stress-induced changes in gene interactions in human cells — Supplementary Data 

# Stress-induced changes in gene interactions in human cells

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - pdf file

# Supplementary material for: Stress-induced changes in gene interactions in human cells
**Source:** Nucleic Acids Res. 2013 Oct 28;42(3):1757–71. doi: 10.1093/nar/gkt999
**Supplement:** Supplementary Data

# Supplemental Material For

## Stress-induced changes in gene interactions in human cells

Renuka R. Nayak, William E. Bernal, Jessica Lee, Michael J. Kearns, Vivian G. Cheung

### Figures

- Page 2**                      **Supplemental Figure 1:** A gene pair that does not alter interactions upon IR stress.
- Page 3**                      **Supplemental Figure 2:** All genes with altered connections before and after ER stress.
- Page 4**                      **Supplemental Figure 3:** Coexpression network at baseline and upon IR stress.

### Tables

- Page 5 – 130**              **Supplemental Table 1:** Changes in gene expression levels induced by tunicamycin (ER stress).
- Page 131 – 230**          **Supplemental Table 2:** Changes in gene expression levels induced by ionizing radiation 2 and 6 hours after treatment.
- Page 231 – 232**          **Supplemental Table 3:** Properties of coexpression networks using different correlation thresholds.
- Page 233 – 358**          **Supplemental Table 4:** SVM modeling results upon endoplasmic reticulum stress.
- Page 359 – 471**          **Supplemental Table 5:** SVM modeling results upon ionizing radiation stress.
- Page 472 – 476**          **Supplemental Table 6:** Gene pairs that are differentially coexpressed following ER stress.
- Page 477**                      **Supplemental Table 7:** Gene pairs that are differentially coexpressed following IR stress.
- Page 478**                      **Supplemental Table 8.** Genes that are differentially coexpressed following ER stress that are known to have direct protein-protein interactions
- Page 479-480**              **Supplemental Table 9.** Gene pairs that are differentially coexpressed after ER stress that interact via UBC3
- Page 481**                      **Supplemental Table 10.** Gene pairs that alter interactions after both ER and IR stress

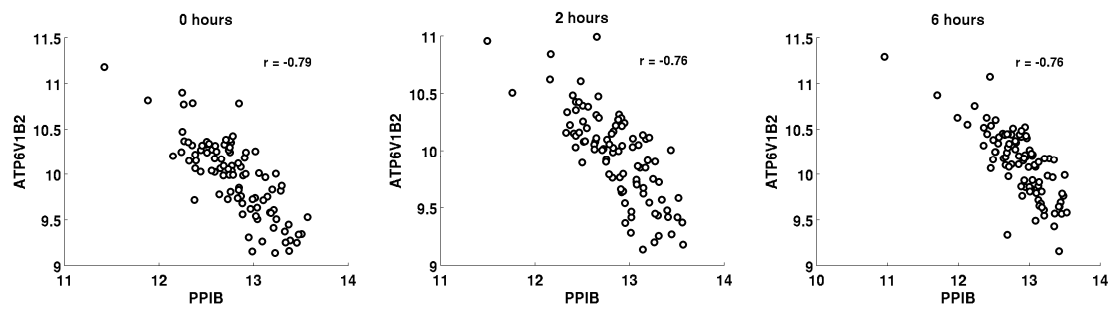

**Supplemental Figure 1.** A gene pair that does not alter interactions upon IR stress.

**A**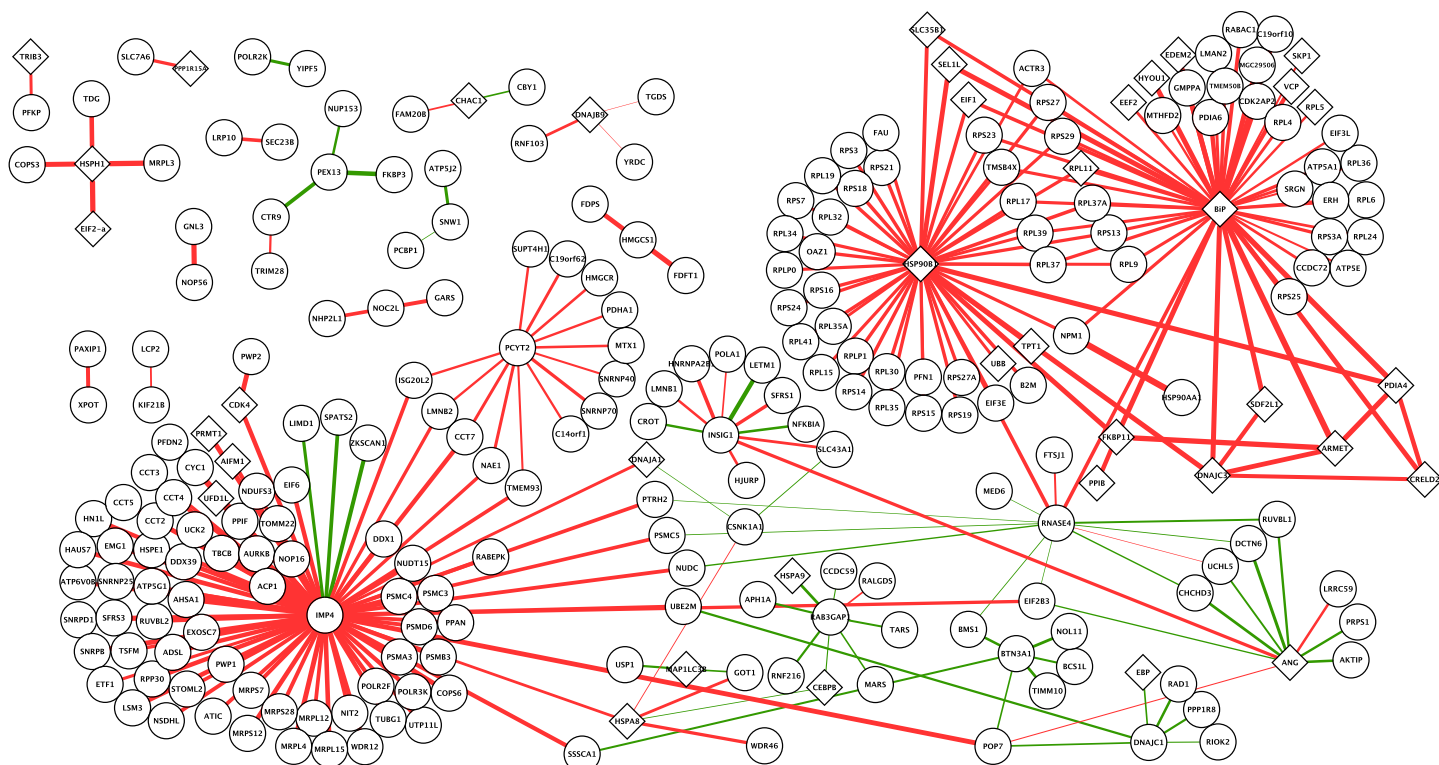**B**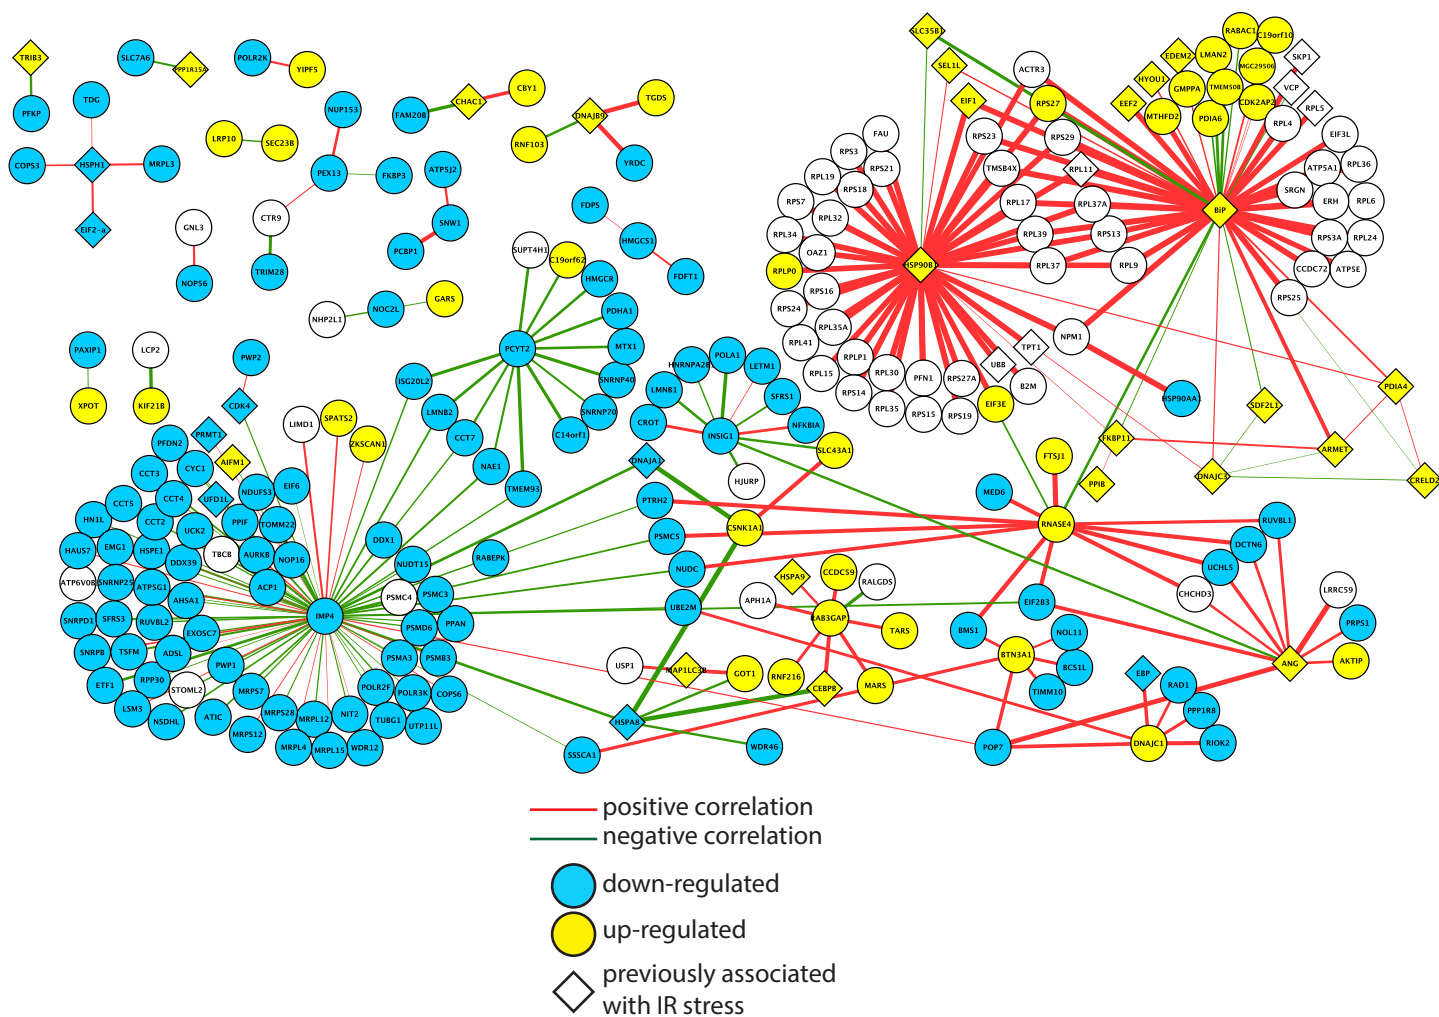

**Supplemental Figure 2.** All genes with altered connections (A) before and (B) after ER stress.

A.

**0 hour**

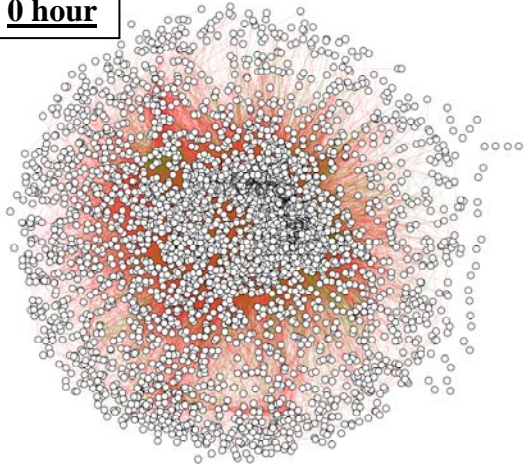

B.

**2 hour**

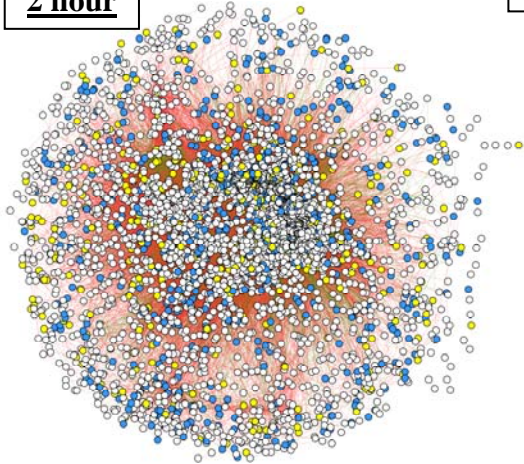

**6 hour**

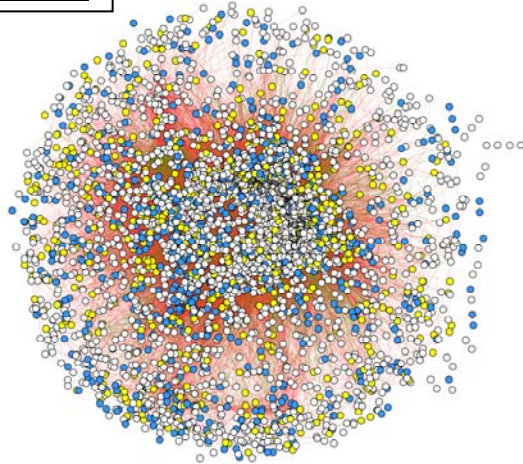

**Supplemental Figure 3.** Coexpression network at baseline (A) and upon IR stress (B). Nodes represent genes and edges represent positive (red) and negative (green) correlations between genes. Only showing connections  $|r| > 0.60$ . Genes that increase or decrease upon IR stress are colored yellow and blue, respectively.

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

Supplemental Table 1

|            |               |   |       |            |
|------------|---------------|---|-------|------------|
| 56919_at   | WDR48         | 0 | 1.36  | 2.71E-27   |
| 57082_at   | LDLRAP1       | 0 | -1.12 | 1.20E-06   |
| 57163_at   | ELOVL1        | 0 | -1.09 | 1.46E-03   |
| 57539_at   | ZGPAT         | 0 | -1.21 | 3.44E-23   |
| 58308_at   | TRIM62        | 0 |       | N.S.       |
| 58696_at   | EXOSC4        | 0 | -1.82 | 7.77E-74   |
| 59625_at   | NOL3          | 0 | 1.32  | 1.73E-20   |
| 60528_at   | JMJD7-PLA2G4B | 2 |       | N.S.       |
| 63009_at   | SHQ1          | 0 | -1.33 | 1.07E-46   |
| 632_at     | GSK3A         | 0 |       | N.S.       |
| 635_s_at   | PPP2R5B       | 0 | 1.35  | 1.32E-22   |
| 64371_at   | SFRS14        | 0 |       | N.S.       |
| 64486_at   | CORO1B        | 0 | -1.13 | 6.71E-18   |
| 64488_at   | IRGQ          | 0 | -1.15 | 8.76E-08   |
| 64883_at   | MOSPD2        | 0 | 1.37  | 3.02E-30   |
| 64900_at   | FLJ22167      | 0 | 1.23  | <1.00E-120 |
| 65086_at   | YIPF2         | 0 | 1.22  | <1.00E-120 |
| 65133_i_at | INO80B        | 0 | -1.35 | 3.88E-25   |
| 65585_at   | FAM86B1       | 0 | -1.43 | 1.69E-46   |
| 65588_at   | LOC388796     | 0 | -1.14 | <1.00E-120 |
| 65630_at   | TMEM80        | 0 | 1.22  | 1.24E-17   |
| 65770_at   | RHOT2         | 0 | -1.35 | 7.88E-47   |
| 77508_r_at | LOC100133585  | 0 | -1.11 | 1.88E-04   |
| 78047_s_at | LOC729580     | 0 |       | N.S.       |
| 78383_at   | LOC100129250  | 0 |       | N.S.       |
| 87100_at   | ABHD2         | 0 |       | N.S.       |
| 89948_at   | PCIF1         | 0 | -1.18 | 7.52E-13   |
| 90610_at   | LRCH4         | 0 | 1.07  | 4.17E-03   |
| 91703_at   | EHBP1L1       | 0 | -1.41 | 5.12E-35   |
| 91816_f_at | MEX3D         | 0 | -1.99 | 9.42E-54   |

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

Supplemental Table 2

|            |               |   |      |          |       |          |
|------------|---------------|---|------|----------|-------|----------|
| 50374_at   | C17orf90      | 0 | -1.2 | 2.51E-08 |       | N.S      |
| 51158_at   | FAM174B       | 0 |      | N.S      |       | N.S      |
| 51774_s_at | LOC222070     | 0 |      | N.S      |       | N.S      |
| 52078_at   | TMEM222       | 0 | 1.2  | 1.65E-06 | 1.16  | 4.13E-02 |
| 52164_at   | C11orf24      | 0 |      | N.S      | 1.62  | 7.76E-41 |
| 52169_at   | STRADA        | 2 |      | N.S      | 1.27  | 1.48E-17 |
| 52741_at   | TRMT61A       | 0 |      | N.S      |       | N.S      |
| 53076_at   | B4GALT7       | 0 |      | N.S      |       | N.S      |
| 53912_at   | SNX11         | 0 |      | N.S      |       | N.S      |
| 53987_at   | RANBP10       | 0 |      | N.S      | 1.33  | 2.71E-14 |
| 54037_at   | HPS4          | 0 |      | N.S      |       | N.S      |
| 54051_at   | PKNOX1        | 0 |      | N.S      |       | N.S      |
| 54970_at   | ZMIZ2         | 0 |      | N.S      |       | N.S      |
| 55065_at   | MARK4         | 0 |      | N.S      | 1.25  | 1.81E-04 |
| 55081_at   | MICALL1       | 0 |      | N.S      | 1.68  | 1.66E-25 |
| 55662_at   | C10orf76      | 0 |      | N.S      |       | N.S      |
| 55692_at   | ELMO2         | 0 |      | N.S      |       | N.S      |
| 55705_at   | C19orf22      | 0 |      | N.S      |       | N.S      |
| 55872_at   | ZNF512B       | 0 |      | N.S      |       | N.S      |
| 56256_at   | SIDT2         | 0 |      | N.S      |       | N.S      |
| 56919_at   | WDR48         | 0 |      | N.S      |       | N.S      |
| 57082_at   | LDLRAP1       | 0 |      | N.S      |       | N.S      |
| 57163_at   | ELOVL1        | 0 |      | N.S      |       | N.S      |
| 57539_at   | ZGPAT         | 0 |      | N.S      |       | N.S      |
| 58308_at   | TRIM62        | 0 |      | N.S      |       | N.S      |
| 58696_at   | EXOSC4        | 0 | -1.1 | 1.59E-02 |       | N.S      |
| 60528_at   | JMJD7-PLA2G4B | 2 |      | N.S      |       | N.S      |
| 63009_at   | SHQ1          | 0 |      | N.S      | -1.14 | 3.81E-02 |
| 632_at     | GSK3A         | 0 |      | N.S      |       | N.S      |
| 635_s_at   | PPP2R5B       | 1 |      | N.S      |       | N.S      |
| 64371_at   | SFRS14        | 0 | -1.2 | 1.57E-02 |       | N.S      |
| 64486_at   | CORO1B        | 0 |      | N.S      |       | N.S      |
| 64488_at   | IRGQ          | 0 |      | N.S      | 1.43  | 4.01E-22 |
| 64883_at   | MOSPD2        | 0 | -1.2 | 6.07E-06 |       | N.S      |
| 64900_at   | FLJ22167      | 0 |      | N.S      |       | N.S      |
| 65133_i_at | INO80B        | 0 |      | N.S      |       | N.S      |
| 65585_at   | FAM86B1       | 0 |      | N.S      |       | N.S      |
| 65588_at   | LOC388796     | 0 | 1.3  | 5.73E-15 |       | N.S      |
| 65630_at   | TMEM80        | 0 |      | N.S      |       | N.S      |
| 65770_at   | RHOT2         | 0 |      | N.S      |       | N.S      |
| 78383_at   | LOC100129250  | 0 |      | N.S      |       | N.S      |
| 89948_at   | PCIF1         | 0 | 1.4  | 1.62E-14 |       | N.S      |
| 90610_at   | LRCH4         | 0 |      | N.S      |       | N.S      |
| 91703_at   | EHBP1L1       | 0 |      | N.S      |       | N.S      |
| 91816_f_at | MEX3D         | 0 |      | N.S      |       | N.S      |

**Supplemental Table 3. Properties of coexpression networks using different correlation thresholds**

| Correlation Threshold                               | No. of connections | No. of genes | Max connec. | Average no. of connections | Clustering Coefficient | Scale free topology criterion | Gamma |
|-----------------------------------------------------|--------------------|--------------|-------------|----------------------------|------------------------|-------------------------------|-------|
| <i>DMSO treatment</i>                               |                    |              |             |                            |                        |                               |       |
| 0.1                                                 | 14,792,155         | 6775         | 5371        | 4366.7                     | N.D.                   | 0.36                          | 1.93  |
| 0.2                                                 | 8,352,322          | 6775         | 3974        | 2465.6                     | N.D.                   | 0.16                          | 0.41  |
| 0.3                                                 | 4,164,502          | 6775         | 2755        | 1229.4                     | N.D.                   | 0.02                          | 0.07  |
| 0.4                                                 | 1,828,730          | 6636         | 1886        | 551.15                     | 0.508                  | 0.52                          | 0.55  |
| 0.5                                                 | 688,693            | 5939         | 1186        | 231.92                     | 0.534                  | 0.73                          | 0.81  |
| 0.6                                                 | 212,298            | 4354         | 662         | 97.519                     | 0.549                  | 0.80                          | 0.97  |
| 0.7                                                 | 51,316             | 2476         | 322         | 41.451                     | 0.569                  | 0.84                          | 1.04  |
| 0.8                                                 | 10,044             | 894          | 140         | 22.47                      | 0.629                  | 0.61                          | 0.87  |
| 0.9                                                 | 1,634              | 194          | 53          | 16.845                     | 0.701                  | 0.39                          | 0.55  |
| <i>Tunicamycin treatment</i>                        |                    |              |             |                            |                        |                               |       |
| 0.1                                                 | 14,583,140         | 6775         | 5364        | 4305                       | N.D.                   | 0.33                          | 1.77  |
| 0.2                                                 | 8,071,030          | 6775         | 4010        | 2382.6                     | N.D.                   | 0.11                          | 0.31  |
| 0.3                                                 | 3,949,687          | 6774         | 2846        | 1166.1                     | N.D.                   | 0.06                          | 0.14  |
| 0.4                                                 | 1,709,749          | 6625         | 1945        | 516.15                     | 0.507                  | 0.58                          | 0.60  |
| 0.5                                                 | 639,833            | 5810         | 1264        | 220.25                     | 0.531                  | 0.77                          | 0.84  |
| 0.6                                                 | 197,019            | 4205         | 738         | 93.707                     | 0.555                  | 0.81                          | 0.96  |
| 0.7                                                 | 45,239             | 2317         | 333         | 39.05                      | 0.577                  | 0.86                          | 1.08  |
| 0.8                                                 | 7,526              | 859          | 113         | 17.523                     | 0.606                  | 0.72                          | 1.00  |
| 0.9                                                 | 1,222              | 168          | 48          | 14.548                     | 0.672                  | 0.46                          | 0.64  |
| <i>Before treatment with ionizing radiation</i>     |                    |              |             |                            |                        |                               |       |
| 0.1                                                 | 11,971,044         | 5975         | 4867        | 4007                       | N.D.                   | 0.32                          | 2.03  |
| 0.2                                                 | 7,135,543          | 5975         | 3818        | 2388.5                     | N.D.                   | 0.11                          | 0.39  |
| 0.3                                                 | 3,771,686          | 5974         | 2868        | 1262.7                     | N.D.                   | 0.00                          | 0.02  |
| 0.4                                                 | 1,734,379          | 5946         | 2043        | 583.38                     | 0.473                  | 0.49                          | 0.51  |
| 0.5                                                 | 667,903            | 5588         | 1313        | 239.05                     | 0.476                  | 0.75                          | 0.81  |
| 0.6                                                 | 203,949            | 4401         | 683         | 92.683                     | 0.489                  | 0.79                          | 0.98  |
| 0.7                                                 | 49,866             | 2582         | 280         | 38.626                     | 0.514                  | 0.79                          | 0.98  |
| 0.8                                                 | 10,104             | 886          | 135         | 22.808                     | 0.564                  | 0.60                          | 0.84  |
| 0.9                                                 | 1,964              | 177          | 62          | 22.192                     | 0.710                  | 0.33                          | 0.47  |
| <i>2 hours after exposure to ionizing radiation</i> |                    |              |             |                            |                        |                               |       |
| 0.1                                                 | 11,948,429         | 5975         | 4971        | 3999.5                     | N.D.                   | 0.27                          | 1.78  |

|                                                     |            |      |      |        |       |      |      |
|-----------------------------------------------------|------------|------|------|--------|-------|------|------|
| 0.2                                                 | 7,088,905  | 5975 | 3956 | 2372.9 | N.D.  | 0.09 | 0.33 |
| 0.3                                                 | 3,694,167  | 5975 | 3019 | 1236.5 | N.D.  | 0.01 | 0.05 |
| 0.4                                                 | 1,642,560  | 5946 | 2176 | 552.49 | 0.470 | 0.54 | 0.54 |
| 0.5                                                 | 590,946    | 5557 | 1356 | 212.69 | 0.465 | 0.77 | 0.86 |
| 0.6                                                 | 159,749    | 4325 | 695  | 73.872 | 0.471 | 0.84 | 1.08 |
| 0.7                                                 | 32,088     | 2405 | 238  | 26.684 | 0.478 | 0.83 | 1.16 |
| 0.8                                                 | 6,082      | 745  | 91   | 16.328 | 0.528 | 0.56 | 0.89 |
| 0.9                                                 | 1,518      | 126  | 59   | 24.095 | 0.750 | 0.20 | 0.33 |
| <i>6 hours after exposure to ionizing radiation</i> |            |      |      |        |       |      |      |
| 0.1                                                 | 12,020,500 | 5975 | 4974 | 4023.6 | N.D.  | 0.30 | 1.81 |
| 0.2                                                 | 7,212,953  | 5975 | 4015 | 2414.4 | N.D.  | 0.07 | 0.29 |
| 0.3                                                 | 3,850,900  | 5975 | 3113 | 1289   | N.D.  | 0.02 | 0.08 |
| 0.4                                                 | 1,791,232  | 5944 | 2274 | 602.7  | 0.490 | 0.54 | 0.55 |
| 0.5                                                 | 694,654    | 5544 | 1488 | 250.6  | 0.495 | 0.75 | 0.79 |
| 0.6                                                 | 212,679    | 4249 | 817  | 100.11 | 0.506 | 0.81 | 0.95 |
| 0.7                                                 | 51,516     | 2367 | 346  | 43.529 | 0.521 | 0.77 | 0.99 |
| 0.8                                                 | 11,312     | 816  | 155  | 27.725 | 0.590 | 0.48 | 0.72 |
| 0.9                                                 | 2,122      | 186  | 62   | 22.817 | 0.715 | 0.33 | 0.49 |

Supplemental Table 4

**Supplemental Table 4. SVM modeling results upon endoplasmic reticulum stress**

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

Supplemental Table 4

|      |            |               |          |          |              |       |
|------|------------|---------------|----------|----------|--------------|-------|
| 6749 | 57539_at   | ZGPAT         | 0.63039  | 0.59062  | 0.03977      | 0.379 |
| 6750 | 58308_at   | TRIM62        | 0.21596  | 0.23416  | -0.0182      | 0.572 |
| 6751 | 58696_at   | EXOSC4        | 0.72666  | 0.56899  | 0.15767      | 0.012 |
| 6752 | 59625_at   | NOL3          | 0.36726  | 0.29884  | 0.06842      | 0.232 |
| 6753 | 60528_at   | JMJD7-PLA2G4B | 0.47335  | 0.35568  | 0.11767      | 0.12  |
| 6754 | 63009_at   | SHQ1          | 0.67394  | 0.52575  | 0.14819      | 0.013 |
| 6755 | 632_at     | GSK3A         | 0.44783  | 0.51374  | -0.06591     | 0.729 |
| 6756 | 635_s_at   | PPP2R5B       | 0.49985  | 0.36758  | 0.13227      | 0.118 |
| 6757 | 64371_at   | SFRS14        | 0.74456  | 0.72183  | 0.02273      | 0.366 |
| 6758 | 64486_at   | CORO1B        | 0.24306  | 0.43273  | -0.18967     | 0.929 |
| 6759 | 64488_at   | IRGQ          | 0.61046  | 0.33999  | 0.27047      | 0.005 |
| 6760 | 64883_at   | MOSPD2        | 0.35046  | 0.29808  | 0.05238      | 0.311 |
| 6761 | 64900_at   | FLJ22167      | 0.43252  | 0.55138  | -0.11886     | 0.91  |
| 6762 | 65086_at   | YIPF2         | 0.28203  | 0.32061  | -0.03858     | 0.658 |
| 6763 | 65133_i_at | INO80B        | 0.63373  | 0.28986  | 0.34387      | 0.002 |
| 6764 | 65585_at   | FAM86B1       | 0.25126  | 0.33595  | -0.08469     | 0.791 |
| 6765 | 65588_at   | LOC388796     | 4.99E-05 | 0.098392 | -0.098342089 | 0.857 |
| 6766 | 65630_at   | TMEM80        | 0.16704  | 0.27238  | -0.10534     | 0.818 |
| 6767 | 65770_at   | RHOT2         | 0.70949  | 0.64015  | 0.06934      | 0.154 |
| 6768 | 77508_r_at | LOC100133585  | 0.32773  | 0.35629  | -0.02856     | 0.611 |
| 6769 | 78047_s_at | LOC729580     | 0.6275   | 0.43331  | 0.19419      | 0.016 |
| 6770 | 78383_at   | LOC100129250  | 0.46249  | 0.46239  | 1E-04        | 0.496 |
| 6771 | 87100_at   | ABHD2         | 0.60257  | 0.62209  | -0.01952     | 0.608 |
| 6772 | 89948_at   | PCIF1         | 0.094399 | 0.14037  | -0.045971    | 0.676 |
| 6773 | 90610_at   | LRCH4         | 0.45297  | 0.53629  | -0.08332     | 0.8   |
| 6774 | 91703_at   | EHBP1L1       | 0.77303  | 0.77012  | 0.00291      | 0.476 |
| 6775 | 91816_f_at | MEX3D         | 0.52536  | 0.44616  | 0.0792       | 0.111 |

Supplemental Table 5. SVM modeling results upon ionizing radiation stress

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

Supplemental Table 5

|      |            |               |          |         |          |           |       |
|------|------------|---------------|----------|---------|----------|-----------|-------|
| 5934 | 52078_at   | TMEM222       | 0.38777  | 0.47635 | 0.49375  | -0.10598  | 0.854 |
| 5935 | 52164_at   | C11orf24      | 0.38222  | 0.46714 | 0.52627  | -0.14405  | 0.936 |
| 5936 | 52169_at   | STRADA        | 0.74902  | 0.69455 | 0.76613  | -0.01711  | 0.619 |
| 5937 | 52741_at   | TRMT61A       | 0.45244  | 0.42017 | 0.32986  | 0.12258   | 0.221 |
| 5938 | 53076_at   | B4GALT7       | 0.27275  | 0.3147  | 0.39189  | -0.11914  | 0.809 |
| 5939 | 53912_at   | SNX11         | 0.23223  | 0.36196 | 0.061571 | 0.170659  | 0.14  |
| 5940 | 53987_at   | RANBP10       | 0.54454  | 0.36353 | 0.14642  | 0.39812   | 0.005 |
| 5941 | 54037_at   | HPS4          | 0.24999  | 0.19382 | 0.14489  | 0.1051    | 0.244 |
| 5942 | 54051_at   | PKNOX1        | 0.25257  | 0.40049 | 0.13965  | 0.11292   | 0.311 |
| 5943 | 54970_at   | ZMIZ2         | 0.55237  | 0.58724 | 0.48838  | 0.06399   | 0.3   |
| 5944 | 55065_at   | MARK4         | 0.58483  | 0.52425 | 0.58825  | -0.00342  | 0.513 |
| 5945 | 55081_at   | MICALL1       | 0.57131  | 0.66274 | 0.71213  | -0.14082  | 0.833 |
| 5946 | 55662_at   | C10orf76      | 0.47154  | 0.48237 | 0.38908  | 0.08246   | 0.349 |
| 5947 | 55692_at   | ELMO2         | 0.58759  | 0.6283  | 0.75735  | -0.16976  | 0.962 |
| 5948 | 55705_at   | C19orf22      | 0.36554  | 0.56778 | 0.50422  | -0.13868  | 0.812 |
| 5949 | 55872_at   | ZNF512B       | 0.26697  | 0.38128 | 0.25206  | 0.01491   | 0.501 |
| 5950 | 56256_at   | SIDT2         | 0.72433  | 0.75191 | 0.75646  | -0.03213  | 0.702 |
| 5951 | 56919_at   | WDR48         | 0.21866  | 0.19653 | 0.22507  | -0.00641  | 0.533 |
| 5952 | 57082_at   | LDLRAP1       | 0.37073  | 0.41241 | 0.56597  | -0.19524  | 0.925 |
| 5953 | 57163_at   | ELOVL1        | 0.387    | 0.55068 | 0.61475  | -0.22775  | 0.958 |
| 5954 | 57539_at   | ZGPAT         | 0.43702  | 0.58429 | 0.55843  | -0.12141  | 0.781 |
| 5955 | 58308_at   | TRIM62        | 0.1732   | 0.25471 | 0.12396  | 0.04924   | 0.436 |
| 5956 | 58696_at   | EXOSC4        | 0.86216  | 0.8031  | 0.89962  | -0.03746  | 0.735 |
| 5957 | 60528_at   | JMJD7-PLA2G4B | 0.37614  | 0.47437 | 0.43017  | -0.05403  | 0.664 |
| 5958 | 63009_at   | SHQ1          | 0.70766  | 0.78446 | 0.74846  | -0.0408   | 0.665 |
| 5959 | 632_at     | GSK3A         | 0.12614  | 0.42295 | 0.24021  | -0.11407  | 0.687 |
| 5960 | 635_s_at   | PPP2R5B       | 0.31002  | 0.23917 | 0.096787 | 0.213233  | 0.076 |
| 5961 | 64371_at   | SFRS14        | 0.42373  | 0.31423 | 0.11207  | 0.31166   | 0.001 |
| 5962 | 64486_at   | CORO1B        | 0.41891  | 0.57972 | 0.47356  | -0.05465  | 0.655 |
| 5963 | 64488_at   | IRGQ          | 0.11894  | 0.27404 | 0.4066   | -0.28766  | 0.991 |
| 5964 | 64883_at   | MOSPD2        | 0.15806  | 0.23838 | 0.30147  | -0.14341  | 0.864 |
| 5965 | 64900_at   | FLJ22167      | 0.14046  | 0.40841 | 0.42805  | -0.28759  | 0.963 |
| 5966 | 65133_i_at | INO80B        | 0.63048  | 0.49074 | 0.50366  | 0.12682   | 0.121 |
| 5967 | 65585_at   | FAM86B1       | 0.46225  | 0.48124 | 0.56686  | -0.10461  | 0.805 |
| 5968 | 65588_at   | LOC388796     | 0.093576 | 0.2447  | 0.27058  | -0.177004 | 0.822 |
| 5969 | 65630_at   | TMEM80        | 0.20489  | 0.2552  | 0.24202  | -0.03713  | 0.628 |
| 5970 | 65770_at   | RHOT2         | 0.72102  | 0.82661 | 0.80438  | -0.08336  | 0.917 |
| 5971 | 78383_at   | LOC100129250  | 0.4061   | 0.4894  | 0.51606  | -0.10996  | 0.752 |
| 5972 | 89948_at   | PCIF1         | 0.16496  | 0.39656 | 0.35126  | -0.1863   | 0.87  |
| 5973 | 90610_at   | LRCH4         | 0.1581   | 0.21958 | 0.29902  | -0.14092  | 0.863 |
| 5974 | 91703_at   | EHBP1L1       | 0.63949  | 0.66848 | 0.69255  | -0.05306  | 0.73  |
| 5975 | 91816_f_at | MEX3D         | 0.097616 | 0.31341 | 0.21714  | -0.119524 | 0.721 |

Supplemental Table 6

**Supplemental Table 6. Gene pairs that are differentially coexpressed following ER stress**

Supplemental Table 6

Supplemental Table 6

Supplemental Table 6

Supplemental Table 6

|             |          |             |          |       |       |           |
|-------------|----------|-------------|----------|-------|-------|-----------|
| 209482_at   | POP7     | 218409_s_at | DNAJC1   | -0.22 | 0.54  | 5.31E-11  |
| 213787_s_at | EBP      | 218409_s_at | DNAJC1   | -0.20 | 0.50  | 1.87E-09  |
| 213531_s_at | RAB3GAP1 | 218426_s_at | RNF216   | -0.30 | 0.43  | 9.75E-10  |
| 205141_at   | ANG      | 218488_at   | EIF2B3   | -0.15 | 0.55  | 5.62E-10  |
| 205158_at   | RNASE4   | 218488_at   | EIF2B3   | -0.04 | 0.62  | 5.77E-10  |
| 212411_at   | IMP4     | 218488_at   | EIF2B3   | 0.48  | -0.25 | 4.66E-10  |
| 212411_at   | IMP4     | 218493_at   | SNRNP25  | 0.71  | 0.13  | 1.08E-09  |
| 212411_at   | IMP4     | 218512_at   | WDR12    | 0.68  | 0.01  | 6.66E-11  |
| 218409_s_at | DNAJC1   | 218535_s_at | RIOK2    | -0.11 | 0.61  | 6.85E-11  |
| 212411_at   | IMP4     | 218557_at   | NIT2     | 0.60  | -0.12 | 7.62E-11  |
| 202843_at   | DNAJB9   | 218647_s_at | YRDC     | 0.02  | 0.67  | 3.23E-10  |
| 208499_s_at | DNAJC3   | 218681_s_at | SDF2L1   | 0.64  | -0.04 | 2.44E-10  |
| 211936_at   | HSPA5    | 218681_s_at | SDF2L1   | 0.75  | -0.11 | <1.00E-16 |
| 201626_at   | INSIG1   | 218726_at   | HJURP    | 0.37  | -0.35 | 1.23E-09  |
| 205158_at   | RNASE4   | 218732_at   | PTRH2    | -0.04 | 0.62  | 8.68E-10  |
| 212411_at   | IMP4     | 218732_at   | PTRH2    | 0.55  | -0.14 | 1.37E-09  |
| 212411_at   | IMP4     | 218850_s_at | LIMD1    | -0.46 | 0.28  | 4.18E-10  |
| 212411_at   | IMP4     | 218866_s_at | POLR3K   | 0.65  | -0.05 | 3.14E-11  |
| 213531_s_at | RAB3GAP1 | 218936_s_at | CCDC59   | -0.11 | 0.56  | 1.82E-09  |
| 200599_s_at | HSP90B1  | 219117_s_at | FKBP11   | 0.74  | 0.03  | 1.92E-13  |
| 200967_at   | PPIB     | 219117_s_at | FKBP11   | 0.67  | 0.02  | 4.17E-10  |
| 202655_at   | ARMET    | 219117_s_at | FKBP11   | 0.81  | 0.25  | 3.75E-12  |
| 211936_at   | HSPA5    | 219117_s_at | FKBP11   | 0.77  | -0.09 | <1.00E-16 |
| 202915_s_at | FAM20B   | 219270_at   | CHAC1    | 0.23  | -0.49 | 9.57E-10  |
| 203450_at   | CBY1     | 219270_at   | CHAC1    | -0.21 | 0.52  | 3.40E-10  |
| 212411_at   | IMP4     | 219347_at   | NUDT15   | 0.60  | -0.10 | 1.74E-10  |
| 211936_at   | HSPA5    | 219600_s_at | TMEM50B  | 0.50  | -0.37 | 4.19E-14  |
| 211936_at   | HSPA5    | 219762_s_at | RPL36    | 0.40  | 0.84  | 2.88E-10  |
| 212411_at   | IMP4     | 219819_s_at | MRPS28   | 0.59  | -0.12 | 2.16E-10  |
| 205141_at   | ANG      | 219960_s_at | UCHL5    | -0.25 | 0.50  | 1.27E-10  |
| 205158_at   | RNASE4   | 219960_s_at | UCHL5    | 0.03  | 0.67  | 7.14E-10  |
| 209577_at   | PCYT2    | 221255_s_at | TMEM93   | 0.27  | -0.49 | 5.48E-11  |
| 212411_at   | IMP4     | 221255_s_at | TMEM93   | 0.54  | -0.17 | 5.47E-10  |
| 211936_at   | HSPA5    | 221286_s_at | MGC29506 | 0.77  | 0.23  | 2.90E-10  |
| 202635_s_at | POLR2K   | 221423_s_at | YIPF5    | -0.44 | 0.29  | 8.16E-10  |
| 200599_s_at | HSP90B1  | 221475_s_at | RPL15    | 0.46  | 0.85  | 6.05E-10  |
| 212411_at   | IMP4     | 221649_s_at | PPAN     | 0.56  | -0.12 | 1.36E-09  |
| 209577_at   | PCYT2    | 221711_s_at | C19orf62 | 0.41  | -0.34 | 1.50E-10  |
| 211936_at   | HSPA5    | 221739_at   | C19orf10 | 0.77  | 0.03  | 3.11E-15  |
| 201275_at   | FDPS     | 221750_at   | HMGCS1   | 0.70  | 0.04  | 2.17E-11  |
| 208647_at   | FDFT1    | 221750_at   | HMGCS1   | 0.79  | 0.25  | 4.89E-11  |
| 211936_at   | HSPA5    | 221791_s_at | CCDC72   | 0.40  | 0.90  | 1.11E-16  |
| 209770_at   | BTN3A1   | 221970_s_at | NOL11    | -0.40 | 0.31  | 1.93E-09  |
| 201626_at   | INSIG1   | 222006_at   | LETM1    | -0.65 | 0.06  | 3.90E-11  |
| 205141_at   | ANG      | 222231_s_at | LRRC59   | 0.35  | 0.82  | 1.33E-10  |
| 203579_s_at | SLC7A6   | 37028_at    | PPP1R15A | 0.47  | -0.26 | 4.12E-10  |

Supplemental Table 7

**Supplemental Table 7. Gene pairs that are differentially coexpressed following IR stress**

**Supplemental Table 8. Genes that are differentially coexpressed following ER stress that are known to have direct protein-protein interactions**

---

|             |         |             |          |
|-------------|---------|-------------|----------|
| 200599_s_at | HSP90B1 | 201049_s_at | RPS18    |
| 200599_s_at | HSP90B1 | 208645_s_at | RPS14    |
| 200599_s_at | HSP90B1 | 208692_at   | RPS3     |
| 200599_s_at | HSP90B1 | 208697_s_at | EIF3E    |
| 200599_s_at | HSP90B1 | 211048_s_at | PDIA4    |
| 200599_s_at | HSP90B1 | 213414_s_at | RPS19    |
| 200599_s_at | HSP90B1 | 214167_s_at | RPLP0    |
| 211936_at   | HSPA5   | 213738_s_at | ATP5A1   |
| 211936_at   | HSPA5   | 216640_s_at | PDIA6    |
| 211936_at   | HSPA5   | 217719_at   | EIF3L    |
| 211936_at   | HSPA5   | 219762_s_at | RPL36    |
| 200825_s_at | HYOU1   | 211936_at   | HSPA5    |
| 200875_s_at | NOP56   | 217850_at   | GNL3     |
| 200063_s_at | NPM1    | 211936_at   | HSPA5    |
| 200063_s_at | NPM1    | 214328_s_at | HSP90AA1 |
| 208620_at   | PCBP1   | 215424_s_at | SNW1     |
| 211048_s_at | PDIA4   | 211936_at   | HSPA5    |
| 200967_at   | PPIB    | 219117_s_at | FKBP11   |
| 200029_at   | RPL19   | 200599_s_at | HSP90B1  |
| 200013_at   | RPL24   | 211936_at   | HSPA5    |
| 200089_s_at | RPL4    | 211936_at   | HSPA5    |
| 200018_at   | RPS13   | 211936_at   | HSPA5    |
| 200091_s_at | RPS25   | 211936_at   | HSPA5    |
| 201459_at   | RUVBL2  | 212411_at   | IMP4     |

**Supplemental Table 9. Gene pairs that are differentially coexpressed after ER stress that interact via UBC3**

|             |          |             |          |
|-------------|----------|-------------|----------|
| 202144_s_at | ADSL     | 212411_at   | IMP4     |
| 202655_at   | ARMET    | 208499_s_at | DNAJC3   |
| 202655_at   | ARMET    | 211048_s_at | PDIA4    |
| 202655_at   | ARMET    | 211936_at   | HSPA5    |
| 208972_s_at | ATP5G1   | 212411_at   | IMP4     |
| 207618_s_at | BCS1L    | 209770_at   | BTN3A1   |
| 203082_at   | BMS1     | 209770_at   | BTN3A1   |
| 209770_at   | BTN3A1   | 218408_at   | TIMM10   |
| 209770_at   | BTN3A1   | 221970_s_at | NOL11    |
| 200812_at   | CCT7     | 209577_at   | PCYT2    |
| 212501_at   | CEBPB    | 213531_s_at | RAB3GAP1 |
| 202060_at   | CTR9     | 205246_at   | PEX13    |
| 201066_at   | CYC1     | 212411_at   | IMP4     |
| 202843_at   | DNAJB9   | 208249_s_at | TGDS     |
| 202843_at   | DNAJB9   | 218647_s_at | YRDC     |
| 208499_s_at | DNAJC3   | 218358_at   | CRELD2   |
| 208499_s_at | DNAJC3   | 218681_s_at | SDF2L1   |
| 208647_at   | FDFT1    | 221750_at   | HMGCS1   |
| 202540_s_at | HMGCR    | 209577_at   | PCYT2    |
| 212115_at   | HN1L     | 212411_at   | IMP4     |
| 200599_s_at | HSP90B1  | 211956_s_at | EIF1     |
| 211936_at   | HSPA5    | 211956_s_at | EIF1     |
| 211936_at   | HSPA5    | 218282_at   | EDEM2    |
| 211936_at   | HSPA5    | 218358_at   | CRELD2   |
| 211936_at   | HSPA5    | 219600_s_at | TMEM50B  |
| 200692_s_at | HSPA9    | 213531_s_at | RAB3GAP1 |
| 206976_s_at | HSPH1    | 208787_at   | MRPL3    |
| 212411_at   | IMP4     | 212656_at   | TSFM     |
| 212411_at   | IMP4     | 216194_s_at | TBCB     |
| 212411_at   | IMP4     | 216952_s_at | LMNB2    |
| 212411_at   | IMP4     | 218235_s_at | UTP11L   |
| 212411_at   | IMP4     | 218336_at   | PFDN2    |
| 212411_at   | IMP4     | 218488_at   | EIF2B3   |
| 212411_at   | IMP4     | 218493_at   | SNRNP25  |
| 212411_at   | IMP4     | 218512_at   | WDR12    |
| 212411_at   | IMP4     | 218557_at   | NIT2     |
| 212411_at   | IMP4     | 218732_at   | PTRH2    |
| 201626_at   | INSIG1   | 203276_at   | LMNB1    |
| 201626_at   | INSIG1   | 204394_at   | SLC43A1  |
| 201626_at   | INSIG1   | 218726_at   | HJURP    |
| 201626_at   | INSIG1   | 222006_at   | LETM1    |
| 201412_at   | LRP10    | 201582_at   | SEC23B   |
| 202209_at   | LSM3     | 212411_at   | IMP4     |
| 208785_s_at | MAP1LC3B | 208813_at   | GOT1     |
| 204331_s_at | MRPS12   | 212411_at   | IMP4     |

Supplemental Table 9

|             |          |             |          |
|-------------|----------|-------------|----------|
| 209279_s_at | NSDHL    | 212411_at   | IMP4     |
| 202097_at   | NUP153   | 205246_at   | PEX13    |
| 209577_at   | PCYT2    | 210386_s_at | MTX1     |
| 209577_at   | PCYT2    | 215905_s_at | SNRNP40  |
| 209577_at   | PCYT2    | 216952_s_at | LMNB2    |
| 209577_at   | PCYT2    | 217188_s_at | C14orf1  |
| 209577_at   | PCYT2    | 221711_s_at | C19orf62 |
| 211048_s_at | PDIA4    | 218358_at   | CRELD2   |
| 205246_at   | PEX13    | 218003_s_at | FKBP3    |
| 209482_at   | POP7     | 209770_at   | BTN3A1   |
| 201489_at   | PPIF     | 212411_at   | IMP4     |
| 206445_s_at | PRMT1    | 212411_at   | IMP4     |
| 213531_s_at | RAB3GAP1 | 213671_s_at | MARS     |
| 213531_s_at | RAB3GAP1 | 218389_s_at | APH1A    |
| 213531_s_at | RAB3GAP1 | 218426_s_at | RNF216   |
| 203150_at   | RABEPK   | 212411_at   | IMP4     |
| 202636_at   | RNF103   | 202843_at   | DNAJB9   |
| 200017_at   | RPS27A   | 200599_s_at | HSP90B1  |
| 204394_at   | SLC43A1  | 213086_s_at | CSNK1A1  |
| 201221_s_at | SNRNP70  | 209577_at   | PCYT2    |
| 203114_at   | SSSCA1   | 209770_at   | BTN3A1   |
| 203114_at   | SSSCA1   | 212411_at   | IMP4     |
| 201484_at   | SUPT4H1  | 209577_at   | PCYT2    |
| 201263_at   | TARS     | 213531_s_at | RAB3GAP1 |
| 209825_s_at | UCK2     | 212411_at   | IMP4     |
| 209103_s_at | UFD1L    | 212411_at   | IMP4     |
| 202413_s_at | USP1     | 208785_s_at | MAP1LC3B |

**Supplemental Table 10. Gene pairs that alter interactions after both ER and IR stress**

---

|             |           |
|-------------|-----------|
| 216397_s_at | BOP1      |
| 214710_s_at | CCNB1     |
| 214507_s_at | EXOSC2    |
| 204781_s_at | FAS       |
| 205527_s_at | GEMIN4    |
| 214431_at   | GMPS      |
| 217850_at   | GNL3      |
| 200064_at   | HSP90AB1  |
| 202167_s_at | MMS19     |
| 210797_s_at | OASL      |
| 200827_at   | PLOD1     |
| 213483_at   | PPWD1     |
| 217861_s_at | PREB      |
| 201316_at   | PSMA2     |
| 213951_s_at | PSMC3IP   |
| 201699_at   | PSMC6     |
| 209336_at   | PWP2      |
| 202297_s_at | RER1      |
| 205748_s_at | RNF126    |
| 217833_at   | SYNCRIP   |
| 209295_at   | TNFRSF10B |
| 219131_at   | UBIAD1    |
| 205519_at   | WDR76     |

How the deposited data were processed for this re-analysis (not part of the article)

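Expression was measured in 95 unrelated lymphoblastoid cell lines before irradiation (0 h) and 2 h and 6 h after 10 Gy of ionizing radiation, with 1 array per line and time. The sample labels give 10 Gy for the 0 h samples as well; the paper states that these were harvested before exposure, and they were treated as unirradiated. No unirradiated samples from 2 or 6 h were analysed here, so time in culture and handling go together with irradiation in every comparison. No batch or scan date was given in the sources used here.

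The deposited values are log2 signals that the authors made with the MAS 5.0 algorithm of Affymetrix, with the mean signal of each array scaled to 500; the version of that software is not given. No calls of presence or absence were used. All columns of the deposited table were used, with 22277 probe sets each. The genes tested were the 5975 of Supplementary Table S2, with the probe set listed there; 2 probe set names misprinted in that table were put right from Supplementary Table S5. Gene symbols are those of Table S2. The platform table gives 1 symbol for 19070 probe sets, several for 1043 and none for 2164.

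Changes at 2 h and 6 h from 0 h, and between 6 h and 2 h, were tested with limma 3.58.1 in R 4.3.3 on the log2 values with the cell line as a block, since arrays of the same line come from the same cells, and p-values were adjusted by Bonferroni over the genes tested, at 0.05, as in the paper. Pairing by line was checked over the 300 genes of highest variance. Folds are 2 to the power of the mean log2 change. Gene lists, 26 of them and fixed before any test, were compared with all other genes by camera of limma with a preset correlation of 0.01, and again with the correlation estimated from the data, and p-values were adjusted by Benjamini-Hochberg over the lists with enough measured genes. The lists of myeloid, fibroblast and erythroid markers had 0 genes among those tested, and the list of NK cell markers had 1. Connections are gene pairs with an absolute Pearson correlation across lines above 0.6. Hubs are the 1000 genes with the most connections. Gene pairs were tested for a difference between the 3 correlations with Fisher's test of homogeneity (chi-square with 2 degrees of freedom), adjusted by Bonferroni over all pairs. Correlations named in the text were also tested with 100000 permutations of the lines, for Pearson's r and Spearman's rho, with Benjamini-Hochberg adjustment over 171 correlations, and computed without the 2 lines farthest from the median of the first gene.

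Support vector regressions with a linear kernel (C of 1, epsilon of 0.1) were fitted with scikit-learn 1.9.0 for each gene from the 5974 others, standardized within each set of samples, on 48 lines drawn at random at 0 h. They were tested on the other 47 lines at 0 h and on all 95 lines at 6 h. The p-value is the share of 1000 random reassignments of the tested samples to the 2 sets with as large a fall in R2, and genes with p under 0.01 were called. The division of the lines that the paper used was not known here. Overlaps with ER stress use the calls of the paper's supplementary tables. The arrays of the ER stress study, the cell death assays and the knockdowns were not analysed here.

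Named genes follow a rule written before the data were examined: every gene that the parts of the results on irradiation name; at 2 h and at 6 h the 12 called genes with the largest rise and the 12 with the largest fall among those that moved in their direction in at least 80% of the lines; up to 4 called members of each list with the largest absolute change; the 10 altered pairs of lowest p and every altered pair of a gene named in the text; and the 10 genes of lowest p, then largest fall in R2, for the regressions. Values in the paper's tables had been seen before for the genes its text names and for the pairs of Supplementary Table S7.

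The alternatives were a paired t-test, no pairing by line, quantile normalization over all arrays, signals under 100 set to 100, Benjamini-Hochberg adjustment, all 19787 probe sets that are neither controls nor of the x_at kind, the 3289 genes with a mean signal of at least 500, the brightest probe set of 5432 genes, leaving out 12 lines with an array over 3 robust standard deviations from the others, other limits for genes of modest change, Spearman's correlation, removal of the first principal component, other thresholds and times, and 5 other divisions of the lines, another cost and other samples for the regressions. The tests of expression changes, of gene pairs and of the regressions were first tested on simulated data. Scripts used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.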

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

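These results were flagged because the change from 0 h differed between 2 h and 6 h in a test of the difference itself (limma, paired by line, adjusted p under 0.05), or because they lie in probe sets outside those that the paper analysed, some of which belong to genes that it analysed with another probe set. The genes named here, apart from those of fixed lists, were picked out after their values were seen.

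Between 2 h and 6 h, 161 genes went from one side of the 0 h level to the other: 48 rose at 2 h and were lower than at 0 h by 6 h, and 113 did the opposite. MAFF, a small stress transcription factor, and the chemokine gene CCL4 were higher at 2 h (log2 changes of 0.49 and 0.50) and lower at 6 h (-0.85 and -0.72), with differences between 6 h and 2 h of -1.34 (adjusted p = 1.1e-34, in 92 of 95 lines) and -1.22 (adjusted p = 7.1e-22, 89 lines). C5orf54 and the potassium channel gene KCNN3 were lower at 2 h (-1.07 and -0.61) and higher at 6 h (0.50 and 0.66), with differences of 1.58 (adjusted p = 1.0e-32, 94 lines) and 1.27 (adjusted p = 4.1e-25, 91 lines). The mean log2 change from 2 h to 6 h of 5 lists was also flagged. It was 0.44 for p53 targets, -0.51 for immediate early genes, -0.31 for genes of G2 and mitosis, -0.21 for hypoxia genes and -0.16 for ribosome biogenesis. By camera the difference passed for each of these, but with an estimated correlation it passed only for immediate early genes (adjusted p = 0.0132), with adjusted p = 0.112 for p53 targets, G2 and mitosis, and ribosome biogenesis, and 0.172 for hypoxia genes.

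A signal was also present in probe sets that the paper did not analyse. Of 13812 such probe sets, 1391 were changed at 6 h, 723 higher and 668 lower. MDM2, which marks p53 for destruction and is itself switched on by p53, was 4.32-fold higher (adjusted p = 7.3e-42 from limma, 93 of 95 lines). PLXNB2, a semaphorin receptor, was 2.48-fold higher (adjusted p = 3.3e-34, 93 lines), and APAF1, the core of the apoptosome, 1.75-fold higher (adjusted p = 2.0e-31, 90 lines) after being lower at 2 h. SCD, which makes unsaturated fatty acids, was 1.96-fold lower (adjusted p = 3.1e-29, 93 lines) and NREP 1.478-fold lower (adjusted p = 5.3e-31, 93 lines).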

How the results depend on the processing

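The variants for modest genes that round the fold, raise the variance limit or combine rises only with another change were chosen after seeing the data.

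Of 118 values of the 17 main results under the alternatives, 73 were the same, 43 moved and 2 reversed. The same does not mean identical or made up of the same genes. For altered pairs, Spearman's correlation gave 61, of which 29 were among the main 50. Of 1272 values for 212 changes of named genes, 1206 were the same, 54 no longer passed, 47 of them without pairing, and 12 passed only then; 0 reversed. Of 220 values for single lists, 197 were the same, 20 no longer passed and 3 passed only then. Of 198 values for the regressions of named genes, 162 were the same, 21 no longer passed, 12 passed only then and 3 reversed. The 3 reversed are of genes called with the main setting. In genes not called, R2 rose for DDB2 at 2 h and for RAD21 at 2 h and in divisions 4 and 5. These were not counted as reversed. The cause was not tested for any of these changes unless given.

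The counts of changed genes at 2 h, at 6 h and between them were 678, 1034 and 1279 without pairing by line (no replicate block), 2918, 3583 and 3869 with Benjamini-Hochberg adjustment, 2108, 3116 and 3705 over all probe sets, which tests more of them, and 808, 1153 and 1282 over genes with a mean signal of at least 500, which tests fewer. The share of changed genes under 1.5-fold was 83.4% without pairing by line, 91.6% with signals under 100 set to 100 and 94.2% with Benjamini-Hochberg adjustment. The share of higher genes among those called at 2 h was 34.9%, and 44.5% after quantile normalization. Genes of modest change numbered 197 for rises only, 212 for rises without the significance condition, 226 for rises with folds rounded to 2 decimals, 132 for rises with a variance over 0.1, 130 with a variance over 0.2 and 997 with folds rounded to 1 decimal. With an estimated correlation, 4 gene lists passed at 2 h and 1 at 6 h. The paired t-test and the Benjamini-Hochberg adjustment give no separate value for gene lists.

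With Spearman's correlation there were 113495, 93870 and 105868 connections at 0, 2 and 6 h, and 67748, 53978 and 49919 with the first principal component removed. Without the lines standing apart there were 156197, 101869 and 126232. In each of these settings 6 h had fewer connections than 0 h, where Pearson's correlation over all lines with no component removed gave more. The difference in clustering coefficient between 6 h and 0 h reversed to -0.0208 with the first principal component removed and to -0.0082 without those lines. Hubs kept at 2 h were 54.6% with the component removed and 67.9% without those lines, and at 6 h 74.4% with Spearman's correlation, 62.0% with the component removed and 74.6% without those lines.

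Altered pairs numbered 21 for 0 and 2 h only, 26 for 0 and 6 h only, 31 over genes with a mean signal of at least 500, 15 for log2 changes, 2107 with signals under 100 set to 100 and 1404 with the first principal component removed. Genes shared with ER stress were 1062 for 2 h only. In the regressions, with 2 h in place of 6 h the fall in R2 reversed for the called genes CCNB1 (-0.131), CDC20 (-0.106) and PLK1 (-0.0759). The lines at 2 h include the training lines, unlike those at 0 h, so these reversals may come from the samples compared.

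Signal near background limits the folds of genes of low level, and 95 lines limit the detection of small log2 changes: in simulated data 25 of 50 changes of 0.2 and 44 of 50 changes of 0.3 were recovered at 6 h.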

Differences from the paper's values

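The variants of the limits for modest genes named here as chosen later are the only ones selected after seeing the values.

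For genes with a fold between 1.2 and 1.3 and a variance over 0.02 at 6 h, the paper's count is 183 and the count here is 457. Of the alternatives set before the data were examined, counting rises only gives 197, within 1.5 times of the paper's value; dropping the significance condition (491) and taking the variance of the 6 h level (457) do not. Counting rises without the significance condition (212), rises with folds rounded to 2 decimals (226), rises with a variance over 0.1 (132) and all genes with a variance over 0.2 (130) also come within 1.5 times; they were chosen after seeing the values, and how many of the paper's genes they drop was not counted.

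For the regressions at 6 h, the paper's count of altered genes is 165, the paper's share 3% and the paper's false discovery rate 33%. The values here are 69, 1.15% and 86.6%. The rate here takes 1% of the genes tested as the number expected by chance, while the paper calculated its own from permuted data, so the 2 rates may not be alike in method; regroupings within lines called a median of 8 genes here. All alternatives set before the data were examined differ from the paper's values in each of the 3 measures, with 54 to 99 genes and a false discovery rate of 60.4% at the lowest, in division 6. Of the 69 genes, 33 are among those of the paper's Supplementary Table S5, where 1.91 would be by chance, and 42 of the 56 genes called in at least 3 of 6 divisions are. For genes altered by this method in both stresses, the paper's count is 23 and the count here is 8; no alternative was set for it, and the calls of the paper's Supplementary Table S5 give 23 in the same comparison.

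The paper names GADD45A, ATF3 and DDB2 among the genes altered by the regressions. With the division used here they had p = 0.016, 0.055 and 0.078; 5, 3 and 1 of the 6 divisions call them. PSMC3IP, which the paper also calls altered, had p = 0.013 and was called in 0 of the 6 divisions. The other 6 genes it names there, CCNB1, BNIP3, FAS, PLK1, CDC20 and CDKN1A, were called.

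The paper states that the spread between individuals was alike before and after irradiation for the genes of altered pairs. Here the variance at 6 h was lower for 34 of the 46 genes, with a mean difference of -0.0919 (Wilcoxon test, p = 8.3e-05), against a mean difference of -0.0170 over all tested genes; at 2 h the mean difference was -0.0096 (p = 0.581). The Wilcoxon test counts genes as independent, although these genes vary together in the same lines, so its p-value at 6 h is likely too small. The paper states that the clustering coefficient was slightly higher after irradiation, and gives a P value for the difference. The difference here had the same direction, 0.0149, and 83 of 100 regroupings of the samples, the real one included, gave one at least as large.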

Other observations

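Of 16 genes of cholesterol synthesis, 4 were lower at 2 h and 11 lower and 1 higher at 6 h. INSIG1, a sensor of sterols, had a log2 change of -0.70 at 6 h (SE 0.0459, adjusted p = 5.6e-24 from limma, lower in 90 of 95 lines), DHCR7 -0.54 (adjusted p = 4.0e-17, 83 lines) and SQLE -0.50 (85 lines). Of 19 B cell markers, 9 were lower and 0 higher at 6 h, among them the complement receptor CR2 at -0.79 (SE 0.0511, adjusted p = 2.6e-24, 90 lines) and the kinase BLK at -0.49 (adjusted p = 1.8e-10, 78 lines). Of 45 genes of ribosome biogenesis, 9 were higher and 6 lower at 2 h, and 15 were lower at 6 h with 0 higher, among them GEMIN4 (-0.58, adjusted p = 6.9e-18, 89 lines) and PPAN (-0.40, 85 lines). Of 43 splicing factor genes, 10 were higher and 2 lower at 2 h, with CLK4 at 0.47, and 4 higher and 5 lower at 6 h. Of 18 heat shock genes, 8 were lower at 2 h, and 6 lower and 2 higher at 6 h; HSPA1A was at -0.60 at 2 h (82 lines) and 0.49 at 6 h (72 lines). By camera of limma the lists passed at 6 h for cholesterol synthesis (adjusted p = 6.4e-05, and 0.0365 at 2 h), B cell markers (6.5e-04), ribosome biogenesis (2.9e-05) and heat shock (0.0382), and at 2 h for splicing (0.0011) and heat shock (0.0011). Of these only splicing held with an estimated correlation (adjusted p = 0.0329); the others had adjusted p = 0.107 and 0.104 for cholesterol synthesis, 0.107 for B cell markers, 0.118 for ribosome biogenesis, and 0.255 and 0.0662 for heat shock, with an estimated correlation.

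Of 28 interferon-stimulated genes, 5 were higher and 1 lower at 2 h and 5 higher and 7 lower at 6 h (adjusted p = 0.130 and 0.0967), with IFIT1 and OAS1 each at -0.58 and TRIM22 at 0.53 at 6 h. Of 24 genes of the unfolded protein response, 4 were higher and 1 lower at 2 h (adjusted p = 0.0327, and 0.325 with an estimated correlation) and 4 higher and 5 lower at 6 h (0.689), with DDIT3 at 0.64 and XBP1 at -0.34. Of 59 ribosomal protein genes, 1 was higher at 2 h and 2 at 6 h (0.483), RPL23 and RPS20, of which RPS20 lies near background and was not called with signals under 100 set to 100 (adjusted p = 1). Of 60 genes of oxidative phosphorylation, 0 were called at 2 h and 1 at 6 h, NDUFS1 (0.0629 and 0.0718). Of 37 proteasome genes, 2 were higher at 2 h (0.0289, and 0.605 with an estimated correlation) and 3 at 6 h (0.120). Of 8 plasma cell markers, 1 was higher and 1 lower at 2 h (0.912) and 4 were lower at 6 h (0.0709), and of 3 measured T cell markers 2 were lower at 6 h (0.141). The NK cell marker PRF1 rose by 0.54 at 6 h (adjusted p = 3.7e-11, 78 lines).

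Mean correlations within lists, a test chosen only after the data were seen, on a hypoxia list written after the paper's altered pairs had been read, fell between 0 h and 6 h for hypoxia genes (from 0.36 to 0.09, adjusted p = 2.1e-04 by swapping times within lines), p53 targets (from 0.34 to 0.13, adjusted p = 2.1e-04), G2 and mitosis (from 0.50 to 0.32, adjusted p = 2.1e-04), glycolysis (from 0.27 to 0.18, adjusted p = 0.0031) and immediate early genes (from 0.27 to 0.20, adjusted p = 0.0331).

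The 29 altered pairs that hold a gene of the hypoxia list had a median r near 0 at 6 h, although some kept part of their correlation (BNIP3 with P4HA1, 0.48) or turned its sign (KDM3A with CLK1, 0.39). The 3' to 5' ratios of control genes argue against RNA quality as the cause: after removing them the median fall in r was 0.909 of that before (95% interval 0.793 to 1.06). A smaller spread between lines is a candidate explanation, since the median ratio of variance at 6 h to that at 0 h over the 17 genes was 0.416 (0.345 to 0.561). Whether a few lines at 0 h add to it stays open, since the fall without the 10 lines farthest out was 0.844 of that with all lines (0.729 to 0.978). Irradiation and time in culture or handling cannot be told apart, since 0 unirradiated arrays from after 0 h were analysed here.

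The 9 pairs whose correlation stood apart at 2 h were weighed in the same way. Without the 10 lines farthest out at 2 h the departure was 0.898 of that with all lines (0.793 to 1.06), and after removing the 3' to 5' ratios it was 0.952 (0.835 to 1.03), which argues against a few lines and against RNA quality as the whole cause, although BCL2L2 with LEPR and LEPR with OGFR do rest on 2 lines at 2 h. Signal near background cannot be told apart from a response, since the genes' median percentile of mean signal was 27.1 (19.3 to 41.5). No biological explanation was tested.

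For the genes altered in the regressions, 2 divisions shared 33.9 times as many called genes as independent lists would, which was set beforehand as a value against the choice of training lines as the cause. Divisions share arrays, however, and in 99 regroupings within lines, a test chosen only after the result was seen, 2 divisions shared 45.8 times as many, where the same 2 divisions of the real data shared 41.7 times as many. Independent lists were thus the wrong reference; the real 2 divisions did share 26 genes against at most 13 in the regroupings, which also called fewer genes, and this explanation stays open. A smaller spread between lines may contribute, with a median variance ratio of 0.667 (0.593 to 0.815), as may the genes' own response to irradiation, since the share of called genes changed at 6 h was 2.17 times that of the other genes.

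Regrouping the samples tested whether chance could give such results. Of 100 groupings, the real one included, 1 called as many genes changed at 2 h as the real one, 1 at 6 h and 1 for the difference between 2 h and 6 h, with 1 gene as the highest other count in each, so chance can be excluded. For altered pairs, 2 of 100 groupings altered as many as the real 50, with a highest other count of 91, so that a count of this size is rare but was exceeded by chance. For genes altered in the regressions 1 of 100 reached the real 69, with a highest other count of 67; this holds for the division used, since other divisions call as few as 54 genes, and it does not bear on single genes. For the clustering coefficient, 83 of 100 groupings had as large a difference as the real 0.0149, with a highest other of 0.116, so chance cannot be excluded.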
